# Evolution of an Amniote-Specific Mechanism for Modulating Ubiquitin Signaling via Phosphoregulation of the E2 Enzyme UBE2D3

**DOI:** 10.1093/molbev/msaa060

**Published:** 2020-03-12

**Authors:** Monica Roman-Trufero, Constance M Ito, Conrado Pedebos, Indiana Magdalou, Yi-Fang Wang, Mohammad M Karimi, Benjamin Moyon, Zoe Webster, Aida di Gregorio, Veronique Azuara, Syma Khalid, Christian Speck, Tristan Rodriguez, Niall Dillon

**Keywords:** ubiquitination, amniote, evolution, embryogenesis, mouse

## Abstract

Genetic variation in the enzymes that catalyze posttranslational modification of proteins is a potentially important source of phenotypic variation during evolution. Ubiquitination is one such modification that affects turnover of virtually all of the proteins in the cell in addition to roles in signaling and epigenetic regulation. UBE2D3 is a promiscuous E2 enzyme, which acts as an ubiquitin donor for E3 ligases that catalyze ubiquitination of developmentally important proteins. We have used protein sequence comparison of UBE2D3 orthologs to identify a position in the C-terminal α-helical region of UBE2D3 that is occupied by a conserved serine in amniotes and by alanine in anamniote vertebrate and invertebrate lineages. Acquisition of the serine (S138) in the common ancestor to modern amniotes created a phosphorylation site for Aurora B. Phosphorylation of S138 disrupts the structure of UBE2D3 and reduces the level of the protein in mouse embryonic stem cells (ESCs). Substitution of S138 with the anamniote alanine (S138A) increases the level of UBE2D3 in ESCs as well as being a gain of function early embryonic lethal mutation in mice. When mutant S138A ESCs were differentiated into extraembryonic primitive endoderm, levels of the PDGFRα and FGFR1 receptor tyrosine kinases were reduced and primitive endoderm differentiation was compromised. Proximity ligation analysis showed increased interaction between UBE2D3 and the E3 ligase CBL and between CBL and the receptor tyrosine kinases. Our results identify a sequence change that altered the ubiquitination landscape at the base of the amniote lineage with potential effects on amniote biology and evolution.

## Introduction

Ubiquitination is an ancient posttranslational modification that originated in Archaea (Grau-Bove et al. 2015) and controls a wide range of cellular and developmental processes across eukaryotic lineages (reviewed by Rape [2018]). One of the major functions of ubiquitination is protein quality control and regulation of the rate of turnover of individual proteins. This occurs through the addition of polyubiquitin chains, which act as signals that direct proteins to the proteasome for degradation. In addition to these functions, ubiquitination is involved in diverse processes that include epigenetic regulation of transcription, control of lysosomal trafficking of growth factor receptors, regulation of DNA repair, and modulation of signaling pathways including, among others, the MEK/ERK, NF-κB, and Wnt signaling pathways. These different types of regulation can occur through a variety of ubiquitination events including monoubiquitination of specific residues and addition of polyubiquitin chains with different topologies that are generated by varying combinations of ubiquitin chain linkages (Rape 2018).

Ubiquitin is first activated by formation of a thioester bond with the E1 enzyme and is then transferred to an E2 ubiquitin-conjugating enzyme. The E2 enzyme acts as the donor for transfer to the substrate, a reaction that is catalyzed by the action of an E3 ubiquitin ligase, which is the component of the cascade that confers most of the substrate specificity. Mammals have 1–2 E1 enzymes, around 30 E2 enzymes and at least 600 E3 ligases. This means that each E2 generally interacts with multiple E3 enzymes. Together with the fact that different E2s preferentially give rise to ubiquitin chains with different linkages (Ye and Rape 2009), this gives E2 enzymes a broad potential for influencing cellular functions that has still to be explored in depth.

UBE2D3 is a promiscuous E2 enzyme that acts as the donor for a number of E3 ligases that are involved in protein quality control and important signaling and regulatory pathways (Jensen et al. 1995; Brzovic and Klevit 2006; Wenzel et al. 2011). The UBE2D family members are the vertebrate orthologs of the *Drosophila melanogaster* Effete (Eff) protein (also known as UBCD1), which shares 94% identity with human UBE2D3 and has been shown to have multiple roles in *Drosophila* development (Chen et al. 2009; Cipressa and Cenci 2013).

Among the E3 ligases that use UBE2D3 as an ubiquitin donor in vertebrates is the protein encoded by the developmentally important *CBL* protooncogene (Liyasova et al. 2019), which is responsible for controlling the endocytosis and lysosomal trafficking of the epidermal growth factor receptor (Fortian et al. 2015) and ubiquitination and degradation of platelet-derived growth factor receptor-α (PDGFRα) and the fibroblast growth factor receptors (FGFRs) (Vantler et al. 2006; Haugsten et al. 2008). Other E3 ligases for which UBE2D enzymes have been shown to act as ubiquitin donors in vertebrates include the Polycomb protein Ring1B (Bentley et al. 2011), which catalyzes monoubiquitination of histone H2AK119, MDM2, which ubiquitinates the tumor suppressor and checkpoint protein p53 and regulates its turnover (Saville et al. 2004), and CHIP/STUB1, which plays an essential role in protein turnover and quality control (VanPelt and Page 2017).

Acquisition of the capacity to live entirely on land was a key event in vertebrate evolution that took place during the Carboniferous period. The transition occurred when tetrapod amphibia that had evolved in the Devonian acquired the ability to breed on dry land without returning to water, leading to evolution of the amniote lineage (reviewed by Clack [2012]). One of the major changes that led to this capability was the development of extraembryonic membranes, which surrounded the amniote embryo, protecting it from dessication (Ferner and Mess 2011; Stern and Downs 2012). The first true amniote fossil has been dated to 314 Ma (Carroll 1964), and the common ancestor to amniotes is thought to have lived between 340 and 314 Ma (Clack 2012). Other changes that made a terrestrial existence possible included skeletal alterations that allowed movement and feeding on land (Clack 2012) and the physiological changes that made it possible for amniotes to become fully air breathing. The detailed molecular mechanisms that led to these changes are still poorly understood but they are likely to have included a mixture of changes to transcription factor–mediated control of developmental genes and to the signaling pathways that control development and organogenesis.

Here, we describe an unusual mutation that occurred in the common ancestor to modern amniotes generating a single amino acid change at a highly conserved site in the UBE2D3 protein. The substituted serine (S138) is completely invariant across amniote lineages, whereas the position is occupied by a conserved alanine in anamniote vertebrates, invertebrates, and single-celled eukaryotes. We show that phosphorylation of S138 by Aurora B kinase disrupts the structure of UBE2D3, destabilizing it, and reducing its level and activity. The reduction in UBE2D3 activity affects the functioning of the CBL E3 ligase, increasing the expression of receptor tyrosine kinases (RTKs) in differentiating extraembryonic primitive endoderm (PrE). Mutation of the S138 residue to the anamniote alanine has a gain of function effect that results in early embryonic lethality in mouse embryos, compromised ability of mutant ES cells (ESCs) to develop into PrE and reduced levels of PDGFRα and FGFR1 in differentiating PrE. Our results identify a novel regulatory pathway that originated in the common ancestor to modern amniotes and affected the ubiquitination landscape with potential impacts on amniote evolution.

## Results

### Comparison of UBE2D3 Orthologs across Eukaryotic Lineages

We chose to carry out a comparative sequence analysis of UBE2D3 orthologs because of previous evidence that the activity of UBE2D3 is regulated by phosphorylation (Frangini et al. 2013) and because it is the most highly expressed member of the conserved UBE2D family of ubiquitin-conjugating enzymes (Jensen et al. 1995; Liyasova et al. 2019), which have the capacity to interact with a large number of E3 enzymes (Brzovic and Klevit 2006). The sequences of UBE2D3 orthologs from 118 eukaryotic species were compared using the human sequence as a reference (fig. 1 and supplementary table 1, Supplementary Material online) (see Materials and Methods for details). The results show a very high level of conservation, with 94% sequence identity between humans and *Drosophila melanogaster* and >80% identity observed between humans and basal eukaryotes such as the oleaginous diatom, *Fistuilifera solaris*, and the extremophilic red alga, *Galdieria sulphuria* (fig. 1 and supplementary table 1, Supplementary Material online). As expected, the overall variation relative to human UBE2D3 increases with increasing evolutionary distance but the variation is nonrandom and confined to specific residues or short regions, whereas significant stretches of the protein are completely invariant. Many of the substitutions observed are conservative and, even where the substitution is nonconservative the variation is generally restricted to a few amino acids. This suggests that the variable regions have also been subject to significant functional constraint during evolution.

**Fig. 1.**
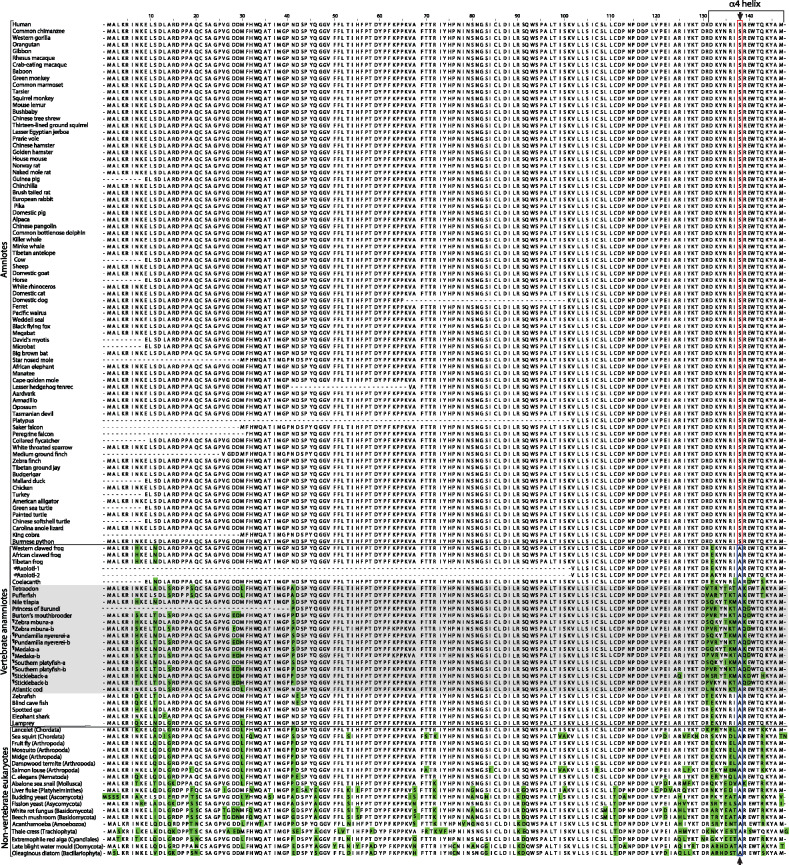
Alignment of the sequences of vertebrate *Ube2d3* genes and nonvertebrate *Ube2d3* orthologs. Numbering starts from the first residue of the human sequence. Residues that differ from the human sequence are highlighted in green with the exception of position 138. The serine and alanine residues at position 138 are indicated by red and yellow boxes, respectively, and by vertical arrows above and below the sequence. Dashed lines indicate gaps in some of the available sequences. Full species names and accession numbers and sources for the sequences are provided in supplementary tables 1 and 2, Supplementary Material online. #The Axolotl Exon-6 and exon-7 sequences were located for two UBE2D genes by blast searching the Axolotl genome sequence (for details, see supplementary Methods, Supplementary Material online). Sequence comparison indicated that these genes were UBE2D2 or UBE2D3, but it was not possible to determine which is UBE2D3. Therefore, both sequences are shown as Axolotl-1 and -2. The sequences differ by a single residue (position 132), which is occupied by E or A. ^¶^Duplicated *Ube2d3* genes (*Ube2d3*-a and *Ube2d3*-b) arising from the whole-genome duplication that occurred in the common ancestor to teleost fish (see supplementary Discussion, Supplementary Material online).

The highest variability in the UBE2D3 sequence is observed in a stretch of 20 residues (127–147) that contains an α-helix at the C-terminal end of the protein (fig. 1 and supplementary fig. S1 and table 1, Supplementary Material online). The variation within the C-terminal region is also nonrandom. For example, basal fish lineages (lamprey, elephant shark, and spotted gar) show 90% homology between this region and the equivalent region of human UBE2D3, whereas in a subgroup of teleost fish, the Acanthomorpha, the homology ranges from 55% to 75% and is lower than the homology between humans and the majority of invertebrate metazoan species examined (fig. 1 and supplementary table 1, Supplementary Material online, gray shading). The Acanthomorpha (spiny rayed fishes) are a successful and morphologically diverse fish taxon that first appeared ∼120 Ma and comprise around one-third of all living vertebrates (Friedman 2010; Chen et al. 2014; Bellwood et al. 2015). They include the pufferfish, cichlids, sticklebacks, and seahorse as well as cod and sea bass. Several of the Acanthomorph species examined had gene duplications that are likely to be a product of the whole-genome duplication that occurred in the common ancestor to teleosts (Meyer and Van de Peer 2005; Opazo et al. 2013). Neofunctionalization or subfunctionalization of these duplicated genes could have contributed to the increased variation in the C-terminal region of Acanthomorphs. It is notable that the side chains of the hypervariable amino acids are mainly located on the outward facing surface of the α4-helix, whereas the invariant residues mostly face inward toward the hydrophobic core of the protein (supplementary fig. S1*B*, Supplementary Material online). This suggests that the variable residues are involved in protein–protein contacts and that these contacts have been subject to evolutionary change in the Acanthomorpha. Additional discussion of the results obtained from the analysis of fish sequences can be found in supplementary materials, Supplementary Material online.

### Evidence of an A138S Substitution in the Common Ancestor to Amniotes

A further striking feature of the C-terminal region of UBE2D3 that was revealed by the sequence comparison was the very high conservation of the alanine residue at position 138 (A138) in anamniotes, invertebrates, and single-celled eukaryotes (fig. 1 and supplementary table 1, Supplementary Material online). The residue occupying position 138 is located in the center of the C-terminal α4-helix (supplementary fig. S1, Supplementary Material online) and the conservation of alanine at this position is maintained even in the Acanthamorph fish, where the residues on both sides of position 138 are highly variable. However, in all amniote species examined, this position is occupied by serine (S138), a residue that is not found at position 138 in any of the other eukaryotic species examined. This leads to the conclusion that an alanine to serine substitution occurred in the common ancestor to modern amniotes and that the S138 residue has been conserved in all amniote lineages. The uniqueness of the alanine to serine substitution in UBE2D3 is further supported by a comparative sequence analysis of the closely related UBE2D2 and UBE2D1 enzymes that showed that both of these enzymes have alanine as a conserved residue at position 138 in amniotes (supplementary tables 3 and 4, Supplementary Material online). The sequence context around UBE2D3-S138 means that the substitution created a consensus phosphorylation site for the Aurora B kinase that is specific to amniotes, and we have previously reported that UBE2D3-S138 is phosphorylated in vitro and in vivo by Aurora B (Frangini et al. 2013). The acquisition of the serine at a critical point in vertebrate evolution and its absolute conservation in amniotes raised the possibility that the A138S substitution played a functional role in amniote evolution.

### Mutation of S138 to the Anamniote Alanine Increases the Stability of UBE2D3 in ESCs

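PolyA RNA of E14 mouse ESCs, a line of strain 129/Ola, was sequenced in 3 libraries of wild-type cells and 3 libraries of *Ube2d3*-S138A cells, in which serine 138 of UBE2D3 is replaced with alanine. This is a separate measurement from RT-qPCR. The cells grew in 15% serum, and each library was made from 500 ng of RNA with a kit that keeps the strand. Revertant cells were not analysed here. The labels give the libraries the numbers 1 to 3 in each genotype but do not say whether they are separate cultures, so the spread between them may hold technical variation only. The columns of the S138A libraries carry no replicate number and are called A, B and C. The authors aligned the reads to the mouse genome build mm9 (NCBIM37) with TopHat2 version 2.0.11 and deposited counts of reads per gene made with featureCounts. Whether reads that fit several genes were counted, and on which strand, is not stated. The wild-type libraries held 35248706, 33227593 and 37169770 counts, and the S138A libraries held 34542384, 36710583 and 34097099. Of the genes in the table, 32897 (87.4%) could be given a symbol by their identifier, and 16023 genes passed the filter on low counts of edgeR (filterByExpr). Counts were scaled by TMM and compared between the genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The first principal component held 57.2% of the variance and separated 1 library of each genotype, wild-type 3 and S138A C, from the other 4, while the second held 25.6% and separated the genotypes. Replicates 1 and 2 of the wild-type had a median squared difference of 2.43 times the sampling noise. On the same squared scale they differed from wild-type 3 by 32.1 and 29.6 times that noise. Values from a fit with the replicate number as a block are also given, though not for every call that they change. The block was among the alternatives fixed before the data were examined. Its pairing of libraries was not, and was kept after its count of genes was seen. In that fit the final digit of the column name was taken as the number of each S138A library.

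**Figure D1:**
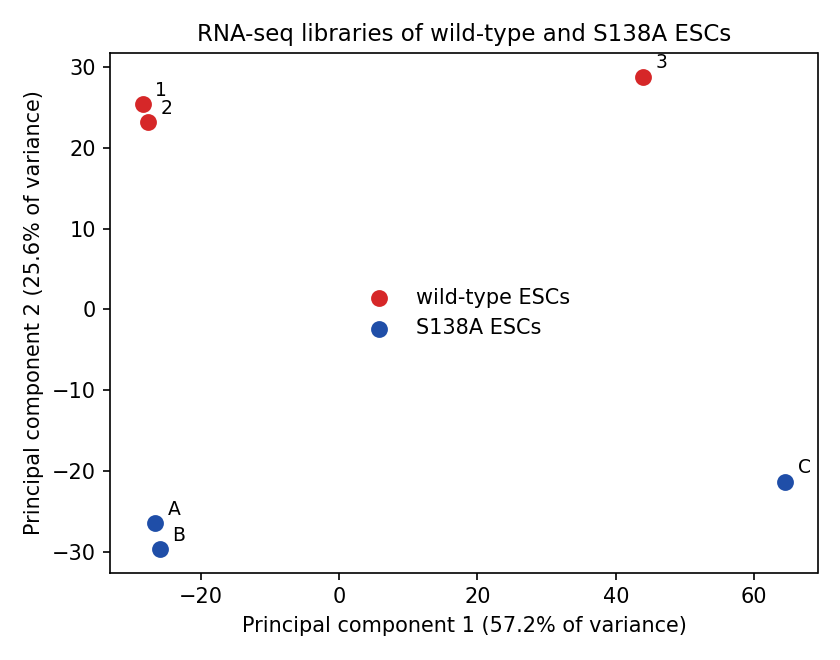
Principal components 1 and 2 of log2 CPM in the 6 libraries, with 1 point per library labelled by its replicate. Component 1 (57.2% of the variance) sets wild-type 3 and S138A C apart, and component 2 (25.6%) separates wild-type from S138A libraries.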

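In the mouse annotation the gene for UBE2D2 is *Ube2d2a*, and *Ube2d2b* is a second copy. *Ube2d3* (ENSMUSG00000078578) had 15625, 14512 and 11608 counts in the wild-type libraries. *Ube2d2a* (ENSMUSG00000091896) had 7630, 6913 and 6452 counts, and *Ube2d1* (ENSMUSG00000019927) had 971, 1036 and 908. *Ube2d2b* (ENSMUSG00000063447) had between 1 and 3 counts in each wild-type library and between 0 and 3 in each S138A library. *Ube2d4* (ENSMUSG00000061490) had 0 counts in all 6 libraries. Scaled by TMM, the levels in wild-type ESCs were 412.1 ± 93.6 CPM for *Ube2d3*, 206.3 ± 32.7 for *Ube2d2a* and 28.7 ± 4.53 for *Ube2d1* (SD, n = 3 libraries each). The count of *Ube2d3* was 1.98 ± 0.161 times that of *Ube2d2a* and 14.3 ± 1.67 times that of *Ube2d1* (SD, n = 3). *Ube2d3* had the highest count of the family in each of the 6 libraries. The counts were not divided by transcript length in these ratios. Per kilobase of the longest coding transcript, an alternative chosen after seeing the values, the ratio was 1.28 to *Ube2d2a* and 5.34 to *Ube2d1*. The UBE2D genes are close in sequence and may share reads, so each value includes the way the authors' counting divided such reads.

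**Figure D2:**
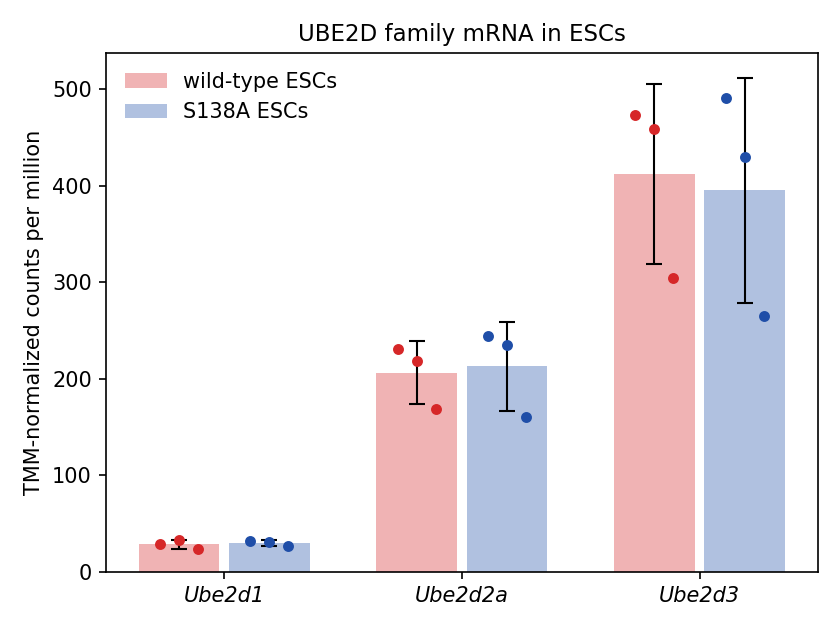
TMM-normalized CPM of *Ube2d1*, *Ube2d2a* and *Ube2d3* in wild-type and S138A ESCs. Bars are means, error bars are the SD of 3 libraries and points are single libraries. The wild-type mean is 412.1 for *Ube2d3*, 206.3 for *Ube2d2a* and 28.7 for *Ube2d1*.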

Analysis of the mRNA levels of UBE2D family members in pluripotent mouse ESCs showed that UBE2D3 is the predominantly expressed UBE2D enzyme in these cells with levels for UBE2D2 and UBE2D1 mRNA more than 15-fold lower than for UBE2D3 (supplementary fig. S2*A*, Supplementary Material online). This allowed us to investigate the functional roles of the UBE2D3-S138 residue in the embryonic cell lineages of a model amniote by replacing it with the anamniote alanine residue in mouse ESCs using CRISPR/Cas9. Following transfection of ESCs with the guide RNA (gRNA), Cas9 expression construct and targeting sequence (see Methods), clones were isolated and genotyped by nested polymerase chain reaction (PCR). Out of a total of 37 clones analyzed, 10 were homozygous for the mutation. The mutant cells grew normally and showed no overt changes in cell cycle profile (supplementary fig. S2*B*, Supplementary Material online). To ensure that any differences in the behavior of the cells were caused by the mutation, CRISPR/Cas9 mutagenesis was used to generate a revertant cell line from one mutant clone. For subsequent functional analysis of the ESCs, wild-type ESCs were compared with the S138A mutant clone and the A138S revertant that was generated from it.

When the mutant UBE2D3 protein was analyzed by western blotting of protein extracts from the UBE2D3-S138A ESCs, it became apparent that the presence of the S138A mutation enhanced the stability of the protein (supplementary fig. S2*A*, Supplementary Material online). The mean level of UBE2D3 was increased by ∼3-fold (*P* < 0.05, *n* = 5). 

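In the RNA-seq libraries *Ube2d3* had 395.1 ± 117 TMM-normalized CPM in S138A ESCs (SD, n = 3). The log2 fold change against wild-type ESCs was -0.06 (standard error 0.26, adjusted p = 0.945 from edgeR's quasi-likelihood test). The difference between the means was smaller than the SD of either genotype. An exact permutation test on the 3 libraries of each gave a two-sided p of 0.7, where 0.1 is the smallest value such groups allow. That test treats all libraries as interchangeable, although wild-type 3 and S138A C stood apart. Wild-type 3 and S138A C held the lowest levels of their genotypes, at 304.3 and 265.0. With the replicate number as a block the log2 fold change was -0.08 (adjusted p = 0.45). The sign of the fold change became positive when wild-type 1, wild-type 2 or S138A C was left out. *Ube2d2a* had a log2 fold change of 0.05 (adjusted p = 0.944) and *Ube2d1* of 0.07 (adjusted p = 0.869 from the same test). *Casc3*, the gene of the MLN51 standard, had 85.9 ± 3.81 CPM in wild-type and 84.6 ± 2.14 in S138A ESCs (SD, n = 3). The S138A substitution leaves the length of the mRNA unchanged and was not read from these counts. The paper infers that the mutation raises the stability of UBE2D3 from protein levels on western blots and slower loss in cycloheximide. It also reports that transcript levels did not change significantly.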

Analysis of *Ube2D3* mRNA levels showed no significant change in the transcript levels in the mutant and revertant cells compared with wild-type cells (supplementary fig. S2*C*, Supplementary Material online). Inhibition of protein synthesis by incubation of wild-type and mutant cells with cycloheximide showed a significantly lower rate of degradation of UBE2D3-S138A compared with wild-type UBE2D3 after 5 h of cycloheximide treatment, confirming the increased stability of the mutant protein (supplementary fig. S2*B*, Supplementary Material online). Our findings provide evidence that the alanine to serine substitution at position 138 substantially affected the stability of UBE2D3, thereby altering the functioning of the protein in amniotes.

### Phosphorylation of UBE2D3-S138 by Aurora B Destabilizes the Protein in ESCs

Phosphorylation of UBE2D3-S138 (Frangini et al. 2013) has the potential to affect the stability of the protein by introducing a negative charge in the center of the α4-helix of the protein. The presence of phosphorylated UBE2D3 in ESCs was demonstrated using an antibody that specifically recognizes the phosphorylated UBE2D3-S138 residue (Frangini et al. 2013) (anti-UBE2D3-Ph; supplementary fig. 2*D*, Supplementary Material online). Western blotting of protein extracts from wild-type and UBE2D3-S138A mutant ESCs using the anti-UBE2D3-Ph antibody gave a strong band in wild-type ESCs and only a low background band in the S138A mutant cells (fig. 2*C*, top panel). The background is likely to result from cross-reaction of the anti-UBE2D3-Ph antibody with the unphosphorylated protein that we have observed in vitro. Incubation of ESCs for 3 and 18 h with the specific Aurora B inhibitor AZD1152 reduced the level of phosphorylated UBE2D3 to background levels (fig. 2*C*, bottom panel), confirming the involvement of Aurora B in phosphorylating S138. These results show that Aurora B has a major role in phosphorylating wild-type UBE2D3-S138 in ESCs, although we cannot completely exclude the possibility that S138 is also a target for phosphorylation by other kinases.

**Fig. 2.**
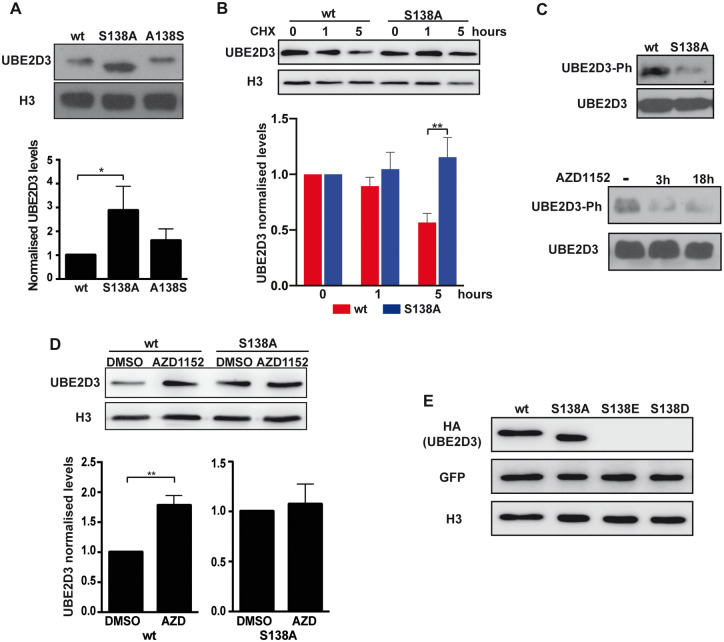
Characterization of *Ube2d3*-S138A mutant ESCs. (*A*) Western blot analysis of UBE2D3 levels in wt, S138A mutant, and A138S revertant ESCs. Top panel: representative blot. Bottom panel: quantification of band intensity relative to histone H3; mean ± SEM, *n* = 5; *P* values calculated by *t-*test for this, (*B*) and (*D*): *P < 0.05 and **P < 0.01. (*B*) Effect of protein synthesis inhibition on UBE2D3 levels: western blot (top panel) and quantification (bottom panel) of UBE2D3 levels in wt and S138A mutant cells after treatment for 1 and 5 h with 50 μg/ml cycloheximide (CHX). (*C*) Phosphorylation of UBE2D3-S138 in ESCs. Top panel: western blot of extracts from wt and *Ube2d3*-S138A ESCs with anti-phospho-S138-UBE2D3 (UBE2D3-Ph) and anti-UBE2D3 (UBE2D3) antibodies. To allow direct comparison of the UBE2D3-Ph bands, samples were adjusted so that equivalent levels of total UBE2D3 were loaded. Bottom panel: western blot of extracts from wt ESCs treated with Aurora B inhibitor AZD1152 for 3 and 18 h and probed with anti-phospho-UBE2D3. (*D*) Western blot analysis of UBE2D3 levels in wt and S138A mutant ESCs treated for 3 h with Aurora B inhibitor AZD1152 or vehicle (DMSO). Propidium iodide staining and FACS analysis showed that AZD1152 had no effect on the cell cycle (data not shown). Top panel: representative blot. Bottom panel quantification relative to histone H3, mean ± SEM, *n* = 4. (*E*) Western blot analysis of wt, phosphomutant S138A, and phosphomimetics S138E and S138D mutants expressed in ESC. Cells were sorted for expression of the IRES-GFP after the transient transfection.

To directly test whether phosphorylation of UBE2D3-S138 destabilizes UBE2D3, wild-type and UBE2D3-S138A mutant ESCs were incubated for 3 h with the specific Aurora B inhibitor AZD1152. The short incubation period was used to avoid any possibility of interference with the cell cycle. Western blot analysis showed that inhibition of Aurora B led to a significant increase in the level of UBE2D3 protein compared with cells treated with vehicle (fig. 2*D*, left panel). In contrast, no change was observed in the level of the UBE2D3-S138A mutant protein, where the Aurora B phosphorylation site is not present. Treatment of wild-type ESCs with the proteasome inhibitor MG132 resulted in a strong increase in the level of UBE2D3 (supplementary fig. S5*A*, Supplementary Material online), indicating that the protein is being degraded by the proteasome. As a further test of the effect of phosphorylation of S138, phosphomimetic mutant UBE2D3 proteins that had glutamic acid or aspartic acid residues at position 138 were transiently expressed in wild-type ESCs. The results show that the phosphomimetic mutants are very unstable in ESCs (fig. 2*E*), providing further confirmation of the destabilizing effect of phosphorylation of S138.

### UBE2D3-S138 Phosphorylation Alters the Structure of the Protein Causing It to Become Insoluble and Aggregate

To further investigate the effect of phosphorylation on UBE2D3, the wild-type, S138A, and phosphomimetic S138E and S138D proteins were expressed in bacteria with the aim of purifying the proteins for structural analysis (see Materials and Methods). A western blot of the soluble fractions and the pelleted inclusion body fractions obtained after Isopropyl β- d-1-thiogalactopyranoside (IPTG) induction of expression followed by lysis of the bacteria is shown in figure 3*A*. The bulk of the wild-type and S138A mutant UBE2D3 proteins was located in the soluble fractions, whereas the phosphomimetic mutant proteins were almost entirely localized to the insoluble inclusion bodies, providing direct evidence that the presence of a negatively charged residue at position 138 disrupts the structure of UBE2D3. This observation also indicates that the C-terminal α-helix has an important role in regulating the stability and level of the protein.

**Fig. 3.**
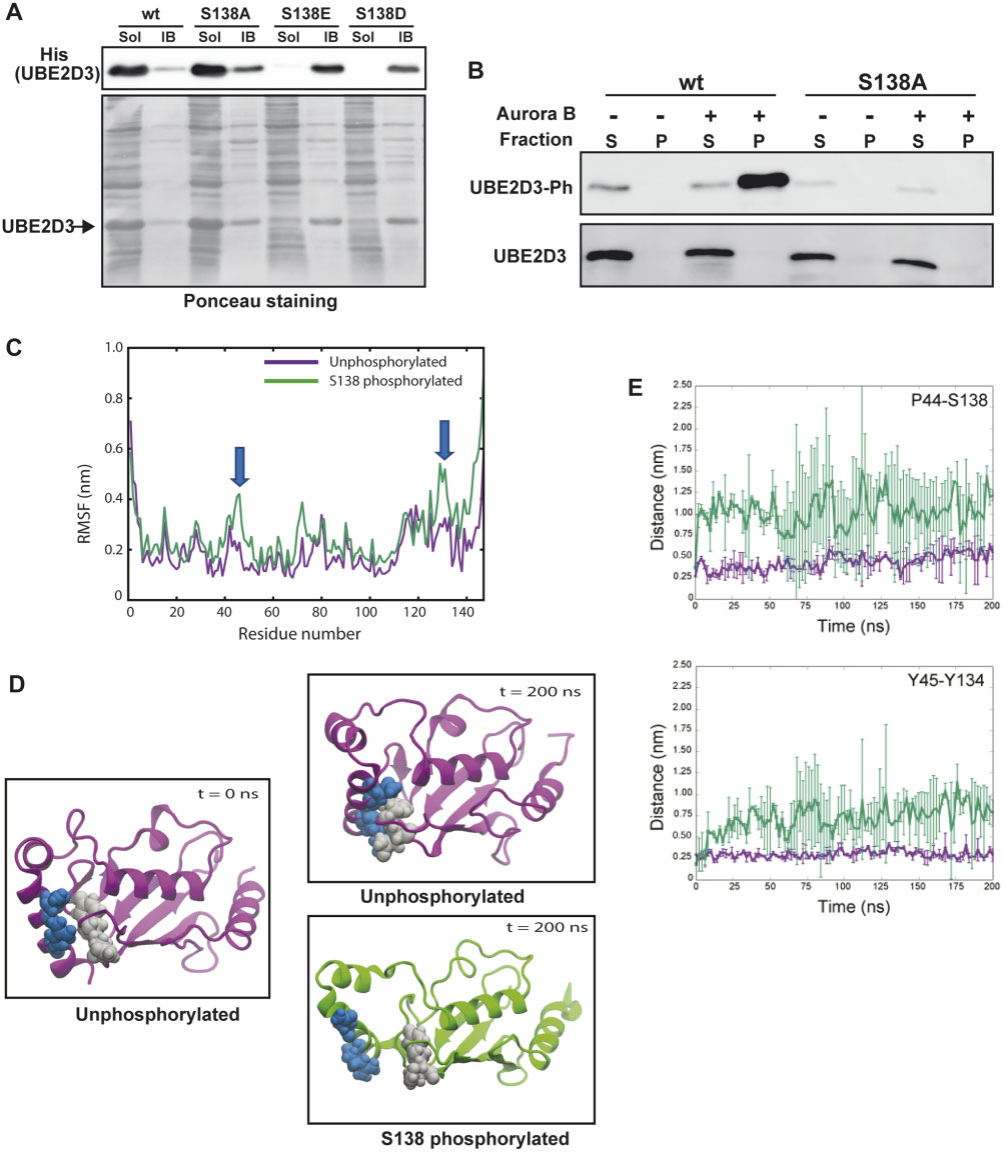
Effect of S138 phosphorylation on the structure of UBE2D3. (*A*) Solubility of UBE2D3 wt, phosphomutant S138A, and phosphomimetic S138E and S138D variants. UBE2D3 was expressed in bacteria and extracted as described in Materials and Methods. Soluble (Sol) and insoluble inclusion body (IB) fractions were analyzed by western blot and probed with anti-His antibody. Ponceau Red staining was used as loading control. (*B*) Phosphorylation of UBE2D3 at S138 causes precipitation. Western blot showing bacterially expressed and purified wt and S138A proteins after in vitro phosphorylation and centrifugation, S = supernatant, P = pellet. (*C*–*E*) Results of molecular dynamics simulation of the effects of S138 phosphorylation on the structure of UBE2D3. (*C*) Root mean square fluctuation calculations for unphosphorylated and S138 phosphorylated UBE2D3. Blue arrows indicate regions of increased mobility in the C-terminal α4-helix where S138 is located and around P44. (*D*) Effect of S138 phosphorylation on the positioning of the C-terminal α4-helix. P44 and Y45 are shown in gray and Y134 and S138 in blue. The unphosphorylated protein is purple, and the S138 phosphorylated protein is green. In the S138 phosphorylated protein, the α4-helix has moved away from the loop carrying P44 and Y45, exposing the hydrophobic core of the protein. (*E*) Distance between key residues in the simulations of the wild-type (purple) and phosphorylated (green) proteins. The distances were measured between P44 and S138 (top panel) and between Y45 and Y134 (bottom panel). Each curve is averaged over two independent simulations. The bars indicate the standard deviations.

Efforts to purify soluble UBE2D3-S138E or S138D proteins by varying the bacterial growth conditions were unsuccessful, precluding direct functional analysis of the phosphomimetic mutant proteins. Therefore, as an alternative strategy, purified wild-type and UBE2D3-S138A proteins were incubated with Aurora B kinase and ATP. This was followed by centrifugation of the reaction mix and analysis of the supernatant and pelleted fractions by western blotting and probing with the anti-UBE2D3-S138Ph antibody. The results show clearly that the phosphorylated form of wild-type UBE2D3 is located almost entirely in the pelleted fraction (fig. 3*B*). No phosphorylation signal above background was observed in the pelleted or supernatant fractions for the UBE2D3-S138A mutant protein. Together with the observation that the phosphomimetic mutant proteins are insoluble when expressed in bacteria, these results provide strong evidence that phosphorylation of UBE2D3-S138 disrupts the structure of the protein, causing it to aggregate and become insoluble.

The effect of S138 phosphorylation on the molecular structure of UBE2D3 was also addressed by carrying out molecular dynamic simulations on the protein in the unphosphorylated and phosphorylated states (fig. 3*C*–*E*; see Materials and Methods). The results show that phosphorylation substantially alters the structure of the protein. Two independent simulations each of duration 200 ns were performed for the wild-type and phosphorylated protein. Although both proteins remained stable in terms of secondary structure on the timescale of the simulations, distinct differences in their conformational behavior were observed. The unphosphorylated protein displayed much less flexibility compared with the phosphorylated protein. This is clearly evident from the root mean square fluctuation, which measures the deviations from the average structure calculated over the simulation (fig. 3*C*). In particular, residues 43–55, 70–80, and 130–138 show a marked increase in flexibility in the phosphorylated compared with the unphosphorylated protein.

Visual inspection of the trajectories (fig. 3*D*) revealed that upon phosphorylation, a distinct conformational rearrangement is observed in the phosphorylated protein, namely that the α4-helix, which contains the phosphorylated S138 moves away from the loop carrying P44 and Y45, thereby exposing the hydrophobic core of the protein. This was further confirmed by calculating the distances between residues P44 and S138 and between Y45 and Y134, which were found to increase in the phosphorylated protein (fig. 3*E*). These results suggest that upon extension of the simulations, the phosphorylated protein is likely to begin to unfold. This rearrangement was not observed in the unphosphorylated protein, in which the α4-helix and the aforementioned loop remain in proximity throughout the simulations.

### Early Embryonic Lethal Phenotype of the UBE2D3-S138A Mutation in Mice

The evidence that phosphorylation downregulates the level of UBE2D3 in ESCs by disrupting the structure of the protein led us to consider the possibility that S138 phosphorylation could have acquired functional roles in embryogenesis during amniote evolution. To investigate the possible involvement of UBE2D3-S138 phosphorylation in amniote embryogenesis, we used the mouse embryo as a model system. The CRISPR/Cas9 targeting strategy described above was used to mutate S138 to the anamniote alanine in fertilized mouse eggs (see Materials and Methods). Initially, the eggs were implanted into foster mothers and allowed to develop to term. However, this did not yield any live mice that carried the mutation, which suggested that the S138A mutation is embryonic lethal in mice. To determine whether this is the case, embryos generated by injection of fertilized eggs were dissected at 12.5 days after injection and reimplantation of the eggs (E12.5) and five tissues were dissected from each embryo and analyzed by PCR to genotype the embryos and assess mosaicism (see Materials and Methods). The percentage of embryos carrying the S138A mutation at E12.5 was compared with the rate obtained by injection of a synonymous mutation (S138S) targeting sequence that alters the serine codon sequence, leaving the protein sequence unchanged (see Materials and Methods). Injection of the control S138S targeting sequence gave a mutation rate of 22% (10/45). In contrast, when the S138A targeting sequence was injected, 2% of E12.5 embryos (3/137) were positive for the mutation (fig. 4*A*). One of the three positive embryos obtained for the S138A mutation was dead, and sequencing of the two live embryos showed evidence of additional mutations around the splice site upstream from the mutated codon 138 that could have compensated for the S138A mutation by downregulating expression of the *Ube2D3* gene (data not shown). As CRISPR/Cas9 targeting is known to occasionally introduce unwanted mutations close to the targeting site, the observation that a small proportion of embryos were able escape from the effects of a gain of function mutation due to acquisition of additional compensating mutations was not unexpected. The 10-fold reduction in the proportion of E12.5 embryos carrying the S138A mutation compared with the targeting efficiency for S138S provides clear evidence that the S138A mutation has a high penetrance embryonic lethal effect in mice that affects the viability of the early embryo.

**Fig. 4.**
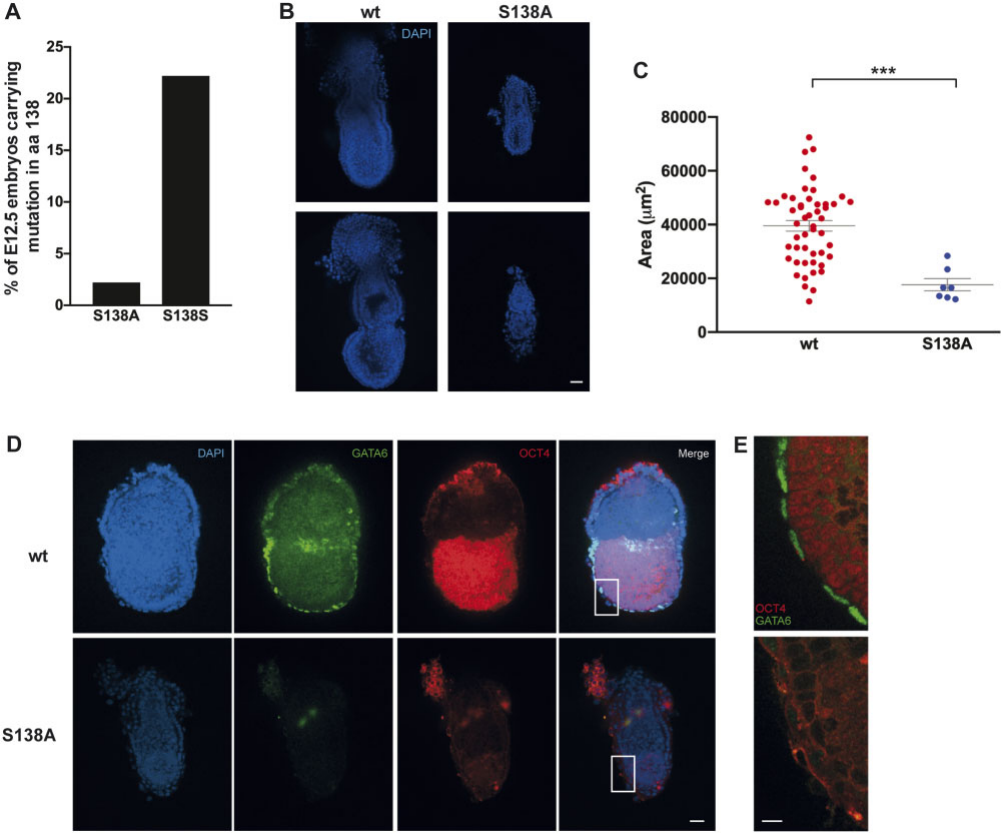
Early embryonic lethality of the *Ube2d3*-S138A mutation in mice. (*A*) Comparison of *Ube2d3*-S138A and -S138S mutation efficiency in E12.5 embryos obtained by CRISPR/Cas9 injection of fertilized eggs. The *x*-axis shows the percentage of embryos carrying the S138A or S138S mutation in amino acid (aa) 138 of *Ube2d3*. (*B*) Representative wt and mutant S138A E6.5 embryos. Scale bar = 50 μm. (*C*) Comparison of sizes for wt (*n* = 50) and S138A (*n* = 7) E6.5 embryos. The middle plane of each embryo was chosen for measurement; *P* value was calculated by Mann–Whitney *U* test (***P < 0.0001). (*D*) Wt and S138A E6.5 embryos stained with anti-OCT4 (epiblast) and anti-GATA6 (VE). Scale bar = 30 μm. (*E*) Higher magnification of boxed region in (*D*). Scale bar = 5 μm.

To further investigate the timing of the lethal effect, embryos were dissected 6.5 days after injection of the S138A targeting construct (E6.5) and analyzed by microscopy. This was followed by PCR analysis to determine genotype (see Materials and Methods for details). Seven homozygous embryos were identified at E6.5 and confirmed by sequencing (supplementary fig. S3, Supplementary Material online). A significant reduction in size was observed in the homozygous mutant S138A embryos compared with the wild-type embryos (*P* < 0.0001) (fig. 4*B* and *C*). Embryos were also stained with anti-GATA6 and anti-OCT4 antibodies to assess visceral endoderm (VE) and epiblast development. Staining of the homozygous mutant E6.5 embryos gave no staining for GATA6 (VE) and very weak staining for OCT4 (epiblast) compared with wild-type cells (fig. 4*D* and *E*) The close-up view of the peripheral region of the embryo shown in figure 4*E* reveals the absence of the GATA6 staining that is indicative of VE cells at this stage of development. These results suggest that the presence of alanine at position 138 of UBE2D3 interferes with epiblast expansion and differentiation of VE in mouse embryos between E4.5 and E6.5.

In summary, the CRISPR/Cas9 mutagenesis in mice shows that mutation of UBE2D3-S138 to the alanine that is conserved in nonamniote eukaryotes is a high penetrance early embryonic lethal mutation in mice with death most likely caused by a failure of lineage commitment and cellular expansion between E4.5 and E7.5. These results support the idea that phosphorylation of UBE2D3-S138 acquired important functional roles in embryogenesis during amniote evolution.

### Phosphorylation of UBE2D3-S138A Affects Differentiation of Embryonic PrE Cells

To investigate the role of UBE2D3-S138 phosphorylation in the early stages of lineage commitment in the mouse embryo, we used ESC differentiation to analyze the effect of the S138A mutation on the formation of the major embryonic cell lineages. An early event in embryonic development is the differentiation of a subset of inner cell mass cells in the blastocyst to give rise to PrE. The cells of the PrE lineage give rise to the parietal endoderm on the inner surface of the yolk sac, an extraembryonic membrane that plays a key role in nutrient exchange in amniote embryos (Ferner and Mess 2011; Sheng and Foley 2012). PrE cells are also precursors of VE, which has important inductive roles during amniote gastrulation (Stern and Downs 2012). VE was found to be largely absent from homozygous *Ube2d3*-S138A mouse embryos at E6.5 (fig. 4*E*).

To test whether the *Ube2d3*-S138A mutation affects PrE differentiation, we induced wild-type and mutant ESCs to differentiate into XEN cells, which are an in vitro model for PrE, by incubating them with all-trans retinoic acid and activin (Niakan et al. 2013; Tomaz et al. 2017). After 8 days of induction, wild-type and revertant ESCs gave rise to large numbers of cells with the characteristic XEN cell morphology, whereas the mutant cells failed to differentiate efficiently and gave significantly reduced numbers of XEN cells (fig. 5*A*). The reduced efficiency of differentiation was confirmed by a time-lapse analysis from days 4 to 8 of the differentiation, which showed greatly reduced rates of XEN cell colony formation during differentiation of the S138A mutant cells compared with the wild-type cells (supplementary video 1, Supplementary Material online).

**Fig. 5.**
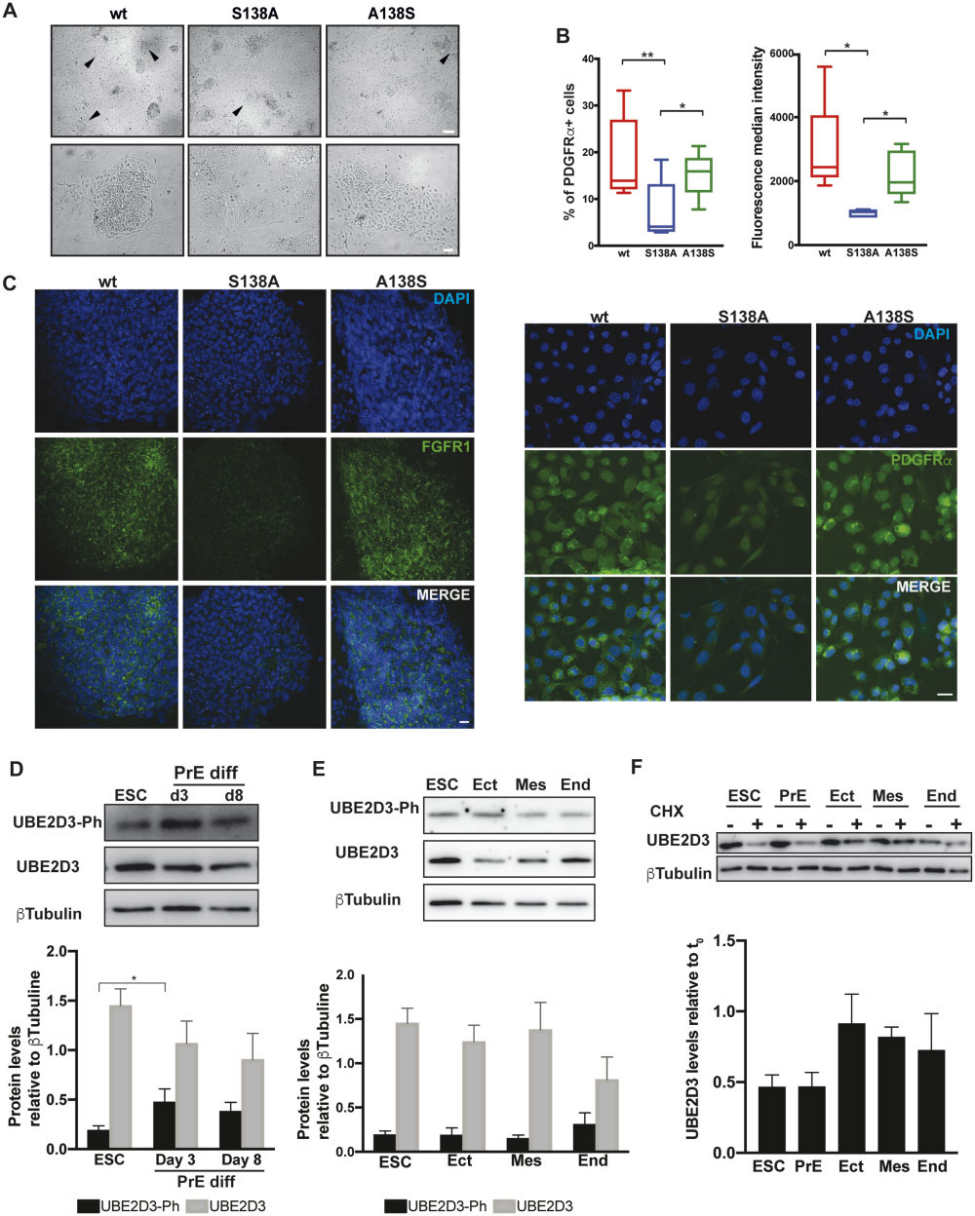
Impaired differentiation of *Ube2d3*-S138A mutant ESCs into XEN cells. (*A*) ESC differentiation into XEN cells. Bright-field images of wt, S138A mutant, and A138S revertant cells at day 8 of differentiation; arrows indicate colonies with XEN cell morphology. Top panel scale bar = 500 μm, bottom panel scale bar = 100 μm. (*B*) Cells collected at day 8 of XEN cell differentiation were stained with anti-PDGFRα and analyzed by FACS and immunostaining. Top left panel: percentage of cells that stained positive for PDGFRα. Top right panel: measurement of fluorescence median intensity of staining of cells that are positive for PDGFRα (*P* values calculated by *t*-test: *P < 0.05 and **P < 0.01, *n* = 5). Bottom panel: immunostaining of wt, S183A, and revertant cells with anti-PDGFRα. (*C*) Immunostaining of wt, S183A, and revertant cells with anti-FGFR1 on day 8 of differentiation to XEN cells. (*D* and *E*) Western blot analysis of UBE2D3-S138Ph and UBE2D3 levels in undifferentiated and differentiated ESCs. Levels of UBE2D3-S138ph and UBE2D3 were analyzed after 3 and 8 days of PrE differentiation (*D*) and in differentiated ectoderm, mesoderm, and endoderm (*E*). Bottom panels show quantification of UBE2D3-S138Ph and UBE2D3 levels relative to β-tubulin (mean ± SEM, *n* = 3). (*F*) Effect of protein synthesis inhibition on UBE2D3 levels in wild-type ESCs undifferentiated and differentiated for 3 days to PrE, compared with ESCs differentiated to ectoderm (Ect), mesoderm (Mes), and endoderm (End) as described in Materials and Methods. Top panel: western blot and bottom panel: quantification of UBE2D3 levels after 5 h treatment of the cells with 50 μg/ml cycloheximide (mean ± SEM, *n* = 3).

The FGFR and PDGFRα RTKs are known to have key roles in promoting differentiation and survival of PrE cells (Molotkov et al. 2017; Bessonnard et al. 2019). Fluorescence-activated cell sorting (FACS) analysis of PDGFRα and immunofluorescent staining for PDGFRα and FGFR1 showed strong reductions in the levels of both RTKs in the mutant cells after 8 days of differentiation, confirming the impact of the *Ube2d3*-S138A mutation on PrE differentiation (fig. 5*B* and *C*). The effect of the S138A mutation on the ability of ESCs to differentiate into the three germ layers, ectoderm, mesoderm, and endoderm, was also tested (see Materials and Methods). Differentiation into the germ layers showed that wild-type and mutant ESCs gave rise to all three cell types with similar efficiency (supplementary fig. S4, Supplementary Material online).

The role of UBE2D3 phosphorylation in PrE differentiation was further tested by comparing the levels of UBE2D3-S138Ph and the stability of the UBE2D3 protein in PrE and in differentiated germ layer cells. Western blotting with anti-UBE2D3-S138Ph antibody showed an increase in the level of phosphorylated UBE2D3 from day 0 to day 3 and day 8 of PrE differentiation that was accompanied by a decrease in total UBE2D3 levels (fig. 5*D*). No increase in UBE2D3-S138Ph was observed in differentiating ectoderm and mesoderm, although an increase was observed in differentiating endoderm (fig. 5*E*). Western blotting with an anti-Aurora B-T232ph antibody, which detects the active phosphorylated form of Aurora B, showed that the level of the activated kinase was increased in differentiating PrE compared with ESCs and was not affected by the *Ube2d3*-S138A mutation (supplementary fig. S5*B*, Supplementary Material online). Comparison of the effects of cycloheximide treatment of 3-day differentiated PrE cells with treatment of differentiating ectoderm, mesoderm, and endoderm showed that UBE2D3 is less stable in PrE cells compared with germ layer cells (fig. 5*F*). Overall, these results show that there is an increase in the level of activated Aurora B and UBE2D3-S138Ph in extraembryonic PrE, which is associated with downregulation of UBE2D3 levels in these cells. Treatment of ESCs and 3-day differentiated PrE cells with the proteasomal inhibitor MG132 showed a strong increase in UBE2D3 levels, indicating that turnover of UBE2D3 protein is mediated by proteasomal degradation in both cell types (supplementary fig. S5*A*, Supplementary Material online).

### Interaction between CBL and Its RTK Substrates Is Enhanced by the *Ube2d3*-S138A Mutation

Because of the number of E3 ligases that use UBE2D3 as an ubiquitin donor and the complications that this would have caused for global proteomic approaches to analyzing the effects of the S138A mutation, we used a candidate approach to identify E3 ligases and ubiquitination targets that mediate the effects of UBE2D3-S138 phosphorylation on early embryonic development. The CBL E3 ubiquitin ligase plays an important role in regulating RTK turnover by monoubiquitinating phosphorylated RTKs, including PDGFRα, epidermal growth factor receptor, and FGFR, and promoting trafficking of the receptors to the lysosome for degradation (reviewed by Haglund and Dikic [2012]). FGFR1 and PDGFRα are involved in differentiation and survival of PrE (Molotkov et al. 2017; Bessonnard et al. 2019) and we have shown that the levels of both receptors are reduced in PrE cells differentiated from *Ube2d3*-S138A ESCs (fig. 5*B* and *C*). CBL uses UBE2D3 as an ubiquitin donor, leading us to speculate that phosphorylation of UBE2D3-S138 might be affecting the level of RTKs in PrE cells by downregulating the activity of CBL.

The proximity ligation assay (PLA) was used to measure the interaction between CBL and UBE2D3 during differentiation of ESCs into XEN (PrE) cells (fig. 6*A* and *B*). PLA detects and amplifies interactions between oligonucleotide tags on antibodies that are specific for each protein, generating interaction foci that can be visualized by microscopy. When PLA was used to compare the level of interaction in wild-type, S138A, and revertant A138S ESCs after 3 days of differentiation, a substantial increase in the number of interaction foci was observed in the S138A mutant cells compared with wild-type cells, whereas the A138S revertant cells showed a similar level of interaction to the wild-type cells (fig. 6*B*). These results provide evidence that phosphorylation of UBE2D3-S138 downregulates CBL activity during PrE differentiation and that this regulation is blocked by the S138A mutation.

**Fig. 6.**
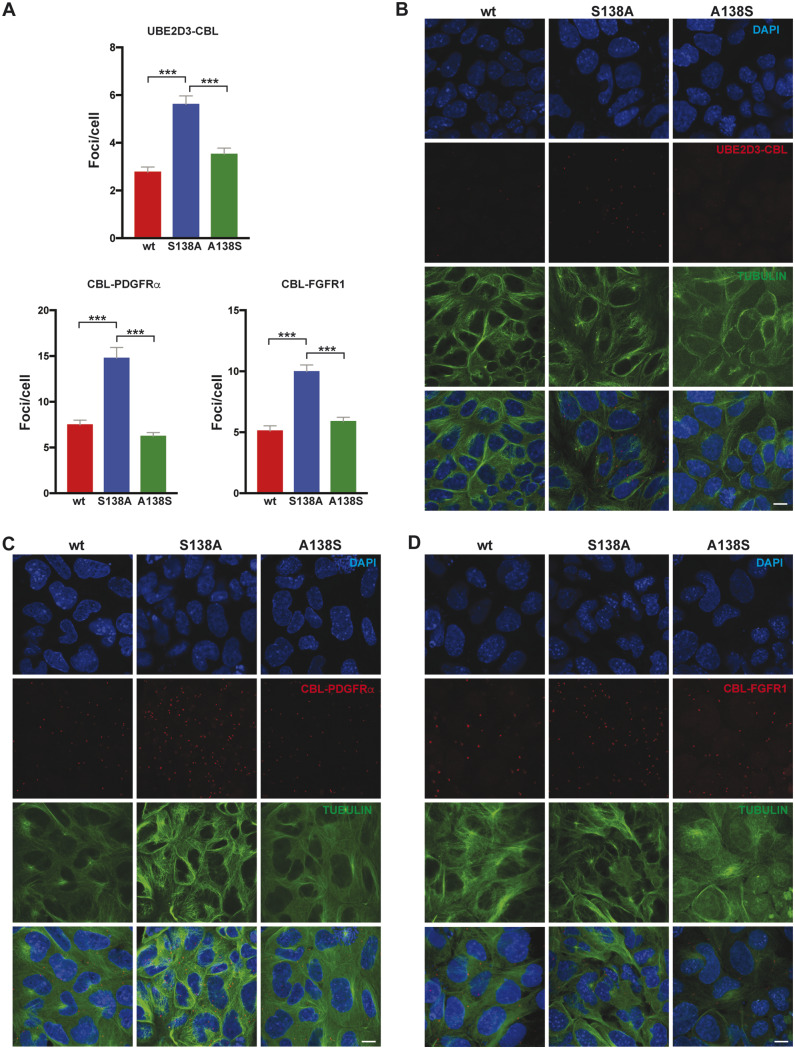
PLA of UBE2D3-CBL, CBL-PDGFRα, and CBL/FGFR1 contacts at day 3 of XEN differentiation. (*A*) Quantification of the number of PLA foci/cell, all graphs represent mean ± SEM of three biological replicates. (*B*–*D*) Representative images of PLA detected interaction between UBE2D3-CBL (*B*), CBL-PDGFRα (*C*), and CBL-FGFR1 (*D*). *P* values calculated by *t*-test; ***P < 0.001.

PLA was also used to analyze the interaction between CBL and the RTK PDGFRα after 3 days of XEN cell differentiation. The results showed an increase in the number of interaction foci in S138A mutant cells compared with wild-types cells (fig. 6*A* and *C*). A similar increase was also observed in the interactions between CBL and FGFR1 (fig. 6*A* and *D*). The increased interactions provide an explanation for the reduction in the levels of PDGFRα and FGFR1 observed by immunofluorescence staining in differentiating *Ube2d3*-S138A PrE cells compared with wild-type and A138S revertant cells (fig. 5*B* and *C*). Treatment of 3-day differentiated wild-type PrE cells with the lysosomal inhibitor chloroquine resulted in increased levels of FGFR1 and PDGFRα (supplementary fig. S5*C*, Supplementary Material online) confirming that the levels of the receptors were being regulated by lysosomal turnover in response to monoubiquitination (Haugsten et al. 2008; Mohapatra et al. 2013). 

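The RNA-seq libraries cover undifferentiated ESCs only, and cells differentiated to PrE were not analysed here. *Cbl* (ENSMUSG00000034342) had 40.8 ± 5.74 TMM-normalized CPM in wild-type and 44.4 ± 3.29 in S138A ESCs (SD, n = 3), a log2 fold change of 0.12 (standard error 0.13, adjusted p = 0.719 from edgeR). *Pdgfra* (ENSMUSG00000029231) was close to the low end of the genes tested, with 2.08 ± 0.163 CPM in wild-type and 2.32 ± 0.283 in S138A ESCs (SD, n = 3). Its log2 fold change was 0.16 (standard error 0.22, adjusted p = 0.79 from edgeR). *Fgfr1* (ENSMUSG00000031565) had 72.3 ± 4.24 CPM in wild-type and 99.0 ± 3.41 in S138A ESCs (SD, n = 3). All 3 S138A libraries lay above all 3 wild-type libraries. The exact permutation test, which treats all libraries as interchangeable, gave a two-sided p of 0.1, the smallest that 3 libraries against 3 allow. The log2 fold change of *Fgfr1* was 0.45 (standard error 0.09) and did not pass the threshold (adjusted p = 0.187 from edgeR). It passed with the replicate number as a block (adjusted p = 0.00938) and with DESeq2 (adjusted p = 0.00569). With the block, *Cbl* had an adjusted p of 0.348 and *Pdgfra* of 0.597. In cells differentiating to PrE, the paper also reports more contacts between CBL and both receptors, and higher receptor levels with chloroquine. It takes the unchanged mRNA in RT-qPCR as further evidence that receptor levels change after translation.

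**Figure D3:**
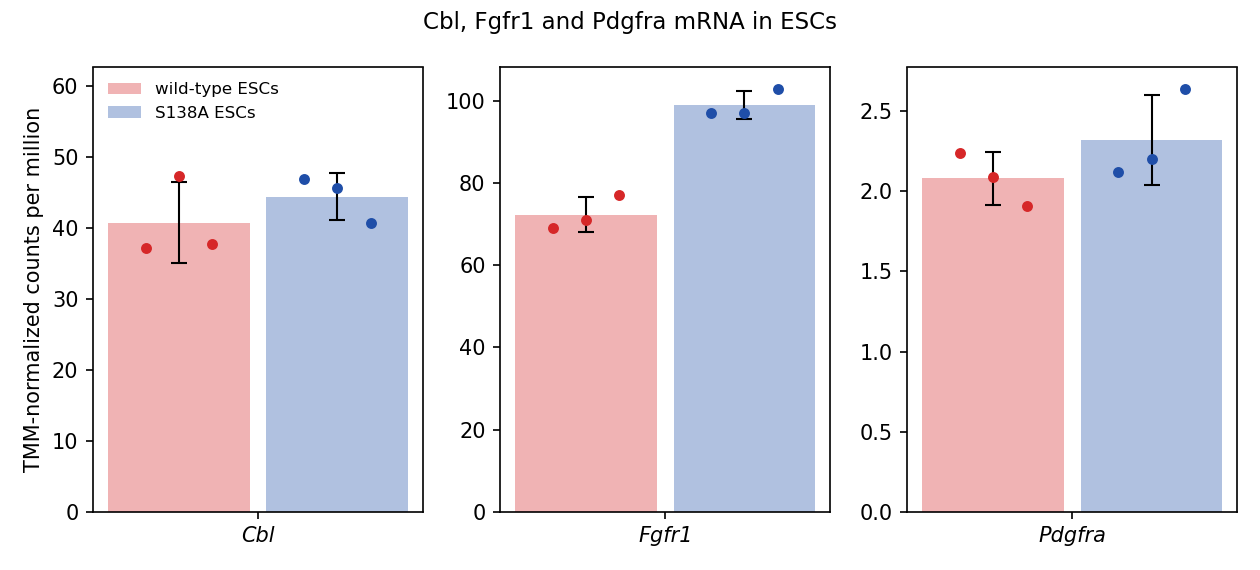
TMM-normalized CPM of *Cbl*, *Fgfr1* and *Pdgfra* in wild-type and S138A ESCs, each on its own axis. Bars are means, error bars are the SD of 3 libraries and points are single libraries. The means of *Fgfr1* are 72.3 in wild-type and 99.0 in S138A ESCs.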

Quantitative reverse transcription PCR (RT-qPCR) analysis of the mRNA expression levels for CBL, FGFR1, and PDGFRα showed that there was no difference in mRNA levels for the three proteins in wild-type, mutant, and revertant cells (supplementary fig. S6, Supplementary Material online), confirming that that the changes in receptor levels were occurring at the posttranslational level.

UBE2D3 acts an ubiquitin donor for a number of E3s in addition to CBL. Cyclin D1 is a known target of UBE2D3-mediated ubiquitination, which leads to its downregulation (Hattori et al. 2007; Mittal et al. 2011). Analysis of Cyclin D1 levels in the S138A mutant ESCs showed that the level was significantly reduced in the mutant cells (supplementary fig. S5*D*, Supplementary Material online). As a further test of the broad effects of the S138A mutation, the level of monoubiquitination of histone H2AK119 (H2AK119Ub) was measured at gene promoters in ESCs. H2AK119 ubiquitination is mediated by the E3 ligase activity of the polycomb protein RING1B using UBE2D3 as an ubiquitin donor and has been shown to be important for maintaining poising of developmentally regulated promoters in ESCs (Stock et al. 2007). Chromatin immunoprecipitation analysis was carried out on chromatin isolated from wild-type, mutant, and revertant ESCs using primers for a range of silent and active promoters. The results show a clear increase in the level of H2AK119Ub across the majority of promoters analyzed (supplementary fig. S7*A* and *B*, Supplementary Material online) and a reduction in binding of S5-phosphorylated RNA polymerase II (RNA Pol II-S5Ph) (supplementary fig. S7*C*, Supplementary Material online). Interestingly, we observed increased H2AK119Ub and reduced RNA Pol II-S5Ph at active as well as silent promoters. This is consistent with a previous report that RING1B binds to and ubiquitinates active as well as silent promoter regions in ESCs (Brookes et al. 2012). Cyclin D1 and total H2AK119Ub levels were similar in the wild-type mutant and revertant cells in 3-day differentiated PrE cells (supplementary fig. S5*E* and *F*, Supplementary Material online), suggesting that the main role of ubiquitination of these substrates at this stage of development is likely to be in lineage priming in cells of the inner cell mass. Overall, our results show that the increased UBE2D3 levels caused enhanced ubiquitination by a number of different E3s. This highlights the broad effect that phosphorylation of UBE2D3-S138 is likely to have on ubiquitination in amniote species.

## Discussion

Amniotes first appeared during the Carboniferous period between 314 and 340 Ma (Carroll 1964; Clack 2012) and ultimately became the dominant vertebrate life forms on dry land. The results of this study identify an alanine to serine substitution that occurred in the common ancestor to modern amniotes, generating a novel mechanism for regulating the promiscuous ubiquitin-conjugating enzyme UBE2D3. The conservation of the alanine residue at position 138 in UBE2D3 from single-celled eukaryotes through to modern invertebrate metazoa and anamniote vertebrates, together with the absolute conservation of the serine residue in amniotes, provides strong evidence that the substitution was a highly unusual event that happened only once in eukaryotic evolution. Acquisition of the serine created a phosphorylation site for the cell cycle kinase Aurora B, and we have shown that phosphorylation of this site drastically reduces the stability of the UBE2D3 protein by altering the position of the C-terminal α-helix and exposing the hydrophobic core of the protein. This causes a reduction in the solubility of the protein, targeting it for degradation by the proteasome.

Experiments in mice and ESCs showed that phosphorylation of UBE2D3-S138 is required for mouse embryonic development. Intriguingly, the strongest effect of the mutation that we observed in ESCs and embryos was on the differentiation of extraembryonic endoderm lineages (PrE and VE), which are known to have important roles in the formation of the amniote extraembryonic membranes and in lineage specification in the early embryo. Parietal endoderm derived from the PrE forms the inner lining of the yolk sac, which is one of the most ancient of the extraembryonic structures in amniotes (Stewart 1997; Ferner and Mess 2011). The yolk sac mediates nutritional exchange in the early embryonic stages of oviparous and viviparous amniotes (Ferner and Mess 2011; Sheng and Foley 2012). VE, which is also derived from PrE, plays essential roles in the positioning of the primitive streak during gastrulation in chick and mouse embryos (Stern and Downs 2012).

The experiments using PLA provide clear evidence that the S138A mutation affects the functioning of the E3 ligase CBL, with increased interaction between UBE2D3 and CBL and between CBL and two of its target RTKs, FGFR1 and PDGFRα, observed during differentiation of S138A mutant ESCs into XEN cells. Ubiquitination by CBL is essential for mouse development, with mice that are null for the two major isoforms c-CBL and CBL-b showing an embryonic lethal phenotype before E10.5 (Naramura et al. 2002). Our results provide evidence that modulation of the E3 ligase activity of CBL by downregulation of UBE2D3 is also essential for mouse embryonic development and formation of VE, and we show that the increased CBL activity resulting from higher levels of UBE2D3 in the *Ube2d3*-S138A mutant cells is associated with reduced levels of FGFR1 and PDGFRα in differentiating XEN (PrE) cells.

A model illustrating the role that we propose for UBE2D3-S138 phosphorylation in PrE differentiation is shown in figure 7. A notable feature of this model is that it suggests that phosphorylation of the UBE2D3-S138 residue has the potential to generate a positive feedback mechanism that would amplify signaling through FGFR1 and PDGFRα in differentiating PrE cells. Activation of the RAS/MEK/ERK pathway by FGF signaling has been shown to be required for differentiation of PrE in mouse embryos (Hamilton and Brickman 2014). The ERK pathway has been shown to have the capacity to upregulate Aurora B expression in cancer cells and primary T cells (Song et al. 2007; Bonet et al. 2012). In differentiating PrE cells, this would have the effect of reducing UBE2D3 protein levels through phosphorylation of S138, downregulating CBL activity. This would, in turn, upregulate FGFR1, resulting in further upregulation of Aurora B and downregulation of the inhibitory role of CBL/UBE2D3 on FGFR1 in a positive feedback loop. This mechanism would also amplify the levels of PDGFRα, which has been shown to be important for survival and proliferation of PrE (Bessonnard et al. 2019).

**Fig. 7.**
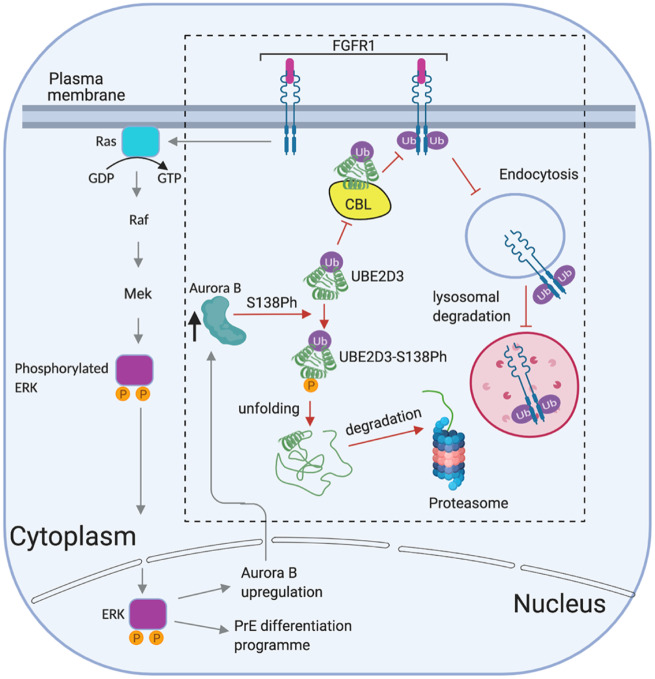
Model to explain the role of UBE2D3 phosphorylation in the differentiation of PrE. The model shows the proposed effect of phosphorylation of UBE2D3-S138 by Aurora B on signaling through the FGFR1 RTK. The dashed box delineates pathways that have been shown in this study to be directly affected by UBE2D3 phosphorylation. Activation of FGFR1 by binding of FGF to the receptor triggers a feedback mechanism through monoubiquitination of FGFR1 by the CBL E3 ligase (Levkowitz et al. 1999), using UBE2D3 as an ubiquitin donor. Monoubiquitination promotes lysosomal localization and degradation of FGFR1 following internalization of the activated receptor (Haugsten et al. 2008). Phosphorylation of UBE2D3-S138 by Aurora B downregulates UBE2D3 levels, reducing CBL activity. This in turn reduces lysosomal degradation of FGFR1, thereby enhancing FGFR1 signaling and promoting PrE differentiation. Signaling through FGFR1 activates the RAS/MEK/ERK pathway leading to increased levels of phosphorylated ERK in the nucleus. Activation of the ERK pathway has been shown to increase Aurora B expression in melanoma cells (Bonet et al. 2012). This suggests a potential positive feedback mechanism, whereby ligand-mediated activation of FGFR1 would increase Aurora B levels through activation of the ERK pathway. This would, in turn, suppress CBL activity by reducing the level of UBE2D3, further increasing the level of FGFR1. Reduced CBL activity would also increase the level of PDGFRα, which has been shown to promote survival and proliferation of PrE (Bessonnard et al. 2019).

A number of different E3s are known to use UBE2D3 as an ubiquitin donor (Brzovic and Klevit 2006; Marblestone et al. 2013), which suggests that ubiquitination of additional protein targets is likely to be affected by UBE2D3 phosphorylation. Direct evidence for this comes from our observation of increased ubiquitination of histone H2AK119 at repressed and active genes and downregulation of Cyclin D1 levels in *Ube2d3*-S138A ESCs. Both of these proteins are known targets for ubiquitination using UBE2D3 as an ubiquitin donor. These findings suggest that UBE2D3 phosphorylation could affect other biological processes in embryonic and adult tissues in addition to the effects on RTK activity and PrE differentiation mediated by CBL. Further studies will be required to determine the nature and extent of these effects. Overall, our observations reveal an unexpected role for UBE2D3 in the evolution of extraembryonic membranes in the stem amniote lineage and indicate that variation in ubiquitin signaling can act as a significant mechanism for evolutionary change.

## Materials and Methods

### Comparative Analysis of UBE2D3 Amino Acid Sequences

The comparison of UBE2D3 protein sequences from vertebrates was based on protein sequences downloaded from the UCSC 100-way MULTIZ alignment for hg19 exons against 100 vertebrate species. Protein sequences were checked manually for accuracy using gene sequences from the UCSC browser, NCBI, or ENSEMBL (see below). *Ube2d3* genes were identified by the presence of an additional minor alternative exon (exon-7a) that lies upstream from the predominantly used exon-7b and is specific to UBE2D3 (see supplementary Methods, Supplementary Material online). Manually annotated fish UBE2D3 sequences, in particular, differed significantly from the sequences produced by automated annotation. This is probably due to the high homology between UBE2D3 family members. The UBE2D3 sequence for the Carolina anole lizard was obtained by transcriptomic mining, and the two partial candidate UBE2D3 sequences from Axolotl were identified by blasting the Axolotl genome. UBE2D3-like protein sequences from nonvertebrate eukaryotes were identified by obtained by blasting the UniProt database. Full details of the approaches used to identify *Ube2d3* genes and verify the protein sequences can be found in supplementary Methods, Supplementary Material online. Sources and sequence coordinates or accession numbers for UBE2D3 orthologs are shown in supplementary table 2, Supplementary Material online.

### Mice

All work involving mice was carried out under the regulations of the British Home Office and was approved by the Imperial College Animal Welfare and Ethical Review Body. A detailed protocol on the generation of UBE2D3 mutant embryos is described in supplementary Methods, Supplementary Material online.

### Cells

E14 ESCs (female, 129/Ola) were obtained from the LMS Stem Cells and Transgenics facility. ESCs were maintained on gelatin coated plates, at 37 °C, 5% CO_2_, in KnockOut Dulbecco’s Modified Eagle’s Medium supplemented with 15% fetal bovine serum, 1× NEAA, 2 mM l-glutamine, 100 units/ml penicillin, 100 μg/ml streptomycin, 100 μM βME (all reagents from ThermoFisher), and 1,000 units/ml LIF (Merck). For differentiation experiments and cell treatments, see supplementary Methods, Supplementary Material online.

### UBE2D3 Gene Editing Using CRISPR/Cas9

To produce E14 *Ube2d3*-S138A mutant ESC, 4 × 10^6^ cells were transfected with 3 μg of pX330 (Cong et al. 2013; Addgene plasmid #42230) plasmid carrying the appropriate gRNA, 4 μg of the donor ssDNA and 3 μg of a puromycin resistance plasmid (pCAG-puro^R^) using the Mouse ES Cell Nucleofector Kit (Lonza). One day after transfection, cells were subjected to puromycin selection (1.5 μg/ml) for 24 h. A week after transfection, individual clones were picked and genotyped by nested PCR. Mutant genotypes were confirmed by sequencing. For details of the gRNAs and donor sequences used in this study, see supplementary Methods, Supplementary Material online.

### Immunofluorescence

Detailed protocols for whole-mount embryo immunostaining and cell immunofluorescence are described in supplementary Methods, Supplementary Material online. The primary and secondary antibodies used in this study are listed in supplementary table 6, Supplementary Material online. Images were acquired in a Leica SP8 confocal microscope with LAS X software (Leica) or in an Olympus IX70 microscope. The images were analyzed with Fiji software (Schindelin et al. 2012).

### Proximity Ligation Assay

PLAs were performed with Duolink in situ PLA (Sigma, mouse and rabbit probes) following the manufacturer’s instructions. A step by step protocol can be found in supplementary Methods, Supplementary Material online.

### Transient Expression of UBE2D3 Mutant Proteins in ESCs

Wild-type *Ube2d3* and *Ube2d3*-S138A, -S138E, and -S138D mutants were cloned into the expression vector pCAG-IRES-GFP (Addgene, plasmid #11159). E14 cells (5 × 10^6^) were transfected with 10 μg of the appropriate plasmid with the Mouse ES Cell Nucleofector Kit (Lonza) and allowed to grow for 48 h after transfection. Cells were then collected and sorted for GFP expression. UBE2D3 protein levels were analyzed by western blot.

### Protein Expression in Bacteria and Extraction

The cDNAs of *Ube2d3* mutants (wild-type, S138A, S138E, and S138D) were cloned into the pET-N-His (Origene) vector containing a 6× His N-terminal tag. *Escherichia coli* BL21(DE3) cells (Agilent) were transformed with the pET- *Ube2d3* plasmids, and protein expression was induced with 0.4 mM IPTG (Merck) for 3 h at 37 °C. Bacteria were pelleted and incubated in lysis buffer (50 mM Tris–HCl pH 8.0, 150 mM NaCl, 10 mM imidazole, 7 mM β-mercaptoethanol, 300 μg/ml lysozyme) for 30 min at 4 °C. The lysate was then sonicated and spun (15,000 × g, 10 min, 4 °C). The supernatant was collected as soluble fraction, and the pellet was subjected to the same lysis. The pellet obtained after the second lysis-sonication was resuspended in lysis buffer, sonicated one more time, and collected as the insoluble fraction.

### Molecular Modeling

The UBE2D3 structure was retrieved from the Protein Data Bank (PDB: 3UGB) (Page et al. 2012), along with the conjugated ubiquitin. Two systems were set up: one with the original wild-type structural and one with a phosphorylation on the Ser138 side chain. Ubiquitin was maintained on both simulations but excluded from the analysis of results. The phosphorylated Ser138 (Sep138) model was obtained by submitting the original structure to the CHARMM-GUI server (Jo et al. 2008, 2014). Parameters to describe the thioester bond between UBE2D3 and ubiquitin were generated by submitting a dipeptide composed by the two residues that participate in this interaction (Gly and Cys) to the CGenFF server (Vanommeslaeghe et al. 2010; Yu et al. 2012) and adapted into the CHARMM36 force field. Details of the methodology for the Molecular Dynamic Simulations can be found in supplementary information, Supplementary Material online.

### Statistical Analysis

All statistical analyses were performed with Prism software. The statistical tests used in each experiment and significances are indicated in the corresponding figure legends.

### Genotyping, Chromatin Immunoprecipitation-qPCR, RNA Extraction, Flow Cytometry, In Vitro Phosphorylation, and Ubiquitination Assays and Western Blot

For details of these procedures, see supplementary Methods, Supplementary Material online.

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

msaa060_Supplementary_Data Click here for additional data file.

# Supplementary material for: Evolution of an Amniote-Specific Mechanism for Modulating Ubiquitin Signaling via Phosphoregulation of the E2 Enzyme UBE2D3
**Source:** Mol Biol Evol. 2020 Mar 12;37(7):1986–2001. doi: 10.1093/molbev/msaa060
**Supplement:** msaa060_Supplementary_Data

**Roman-Truero et al.**

**Supplementary Information**

**Figure S1**

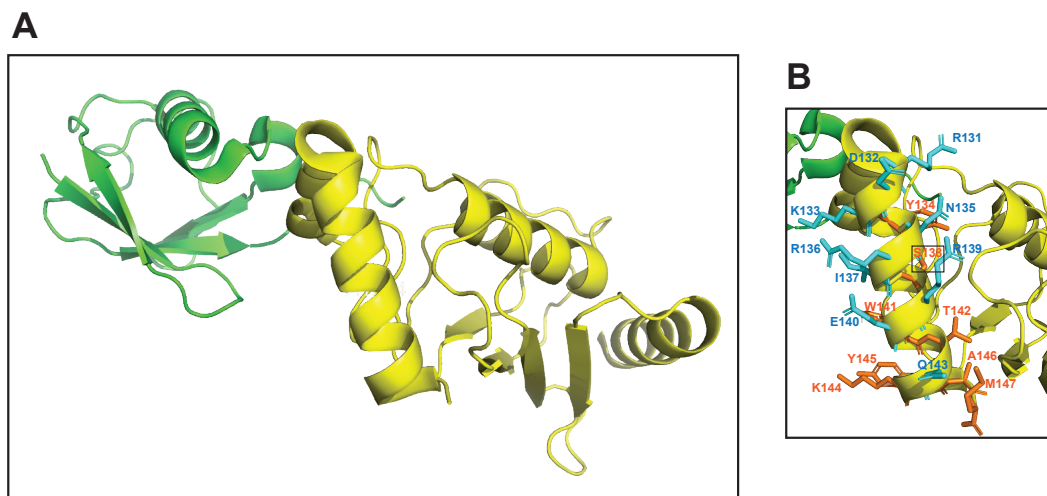

**Figure S1.** Structure of the human UBE2D3-ubiquitin conjugate. (A) UBE2D3 is shown in yellow and the conjugated ubiquitin molecule is coloured green. (B) Close up of the C-terminal  $\alpha$ 4-helix showing the side-chains of residues 131-147. Side-chains of variable residues are shown in cyan and side-chains of residues that are largely invariant are coloured orange. S138 (indicated by a box) is classified as largely invariant as it changes only once during evolution, at the anamniote/amniote transition. Position 138 is occupied by serine in amniotes and alanine in anamniotes and non-vertebrate eukaryotes. The images were prepared by visualising PDB 3UGB using PyMOL (v1.8.6.0.).

**Figure S2**

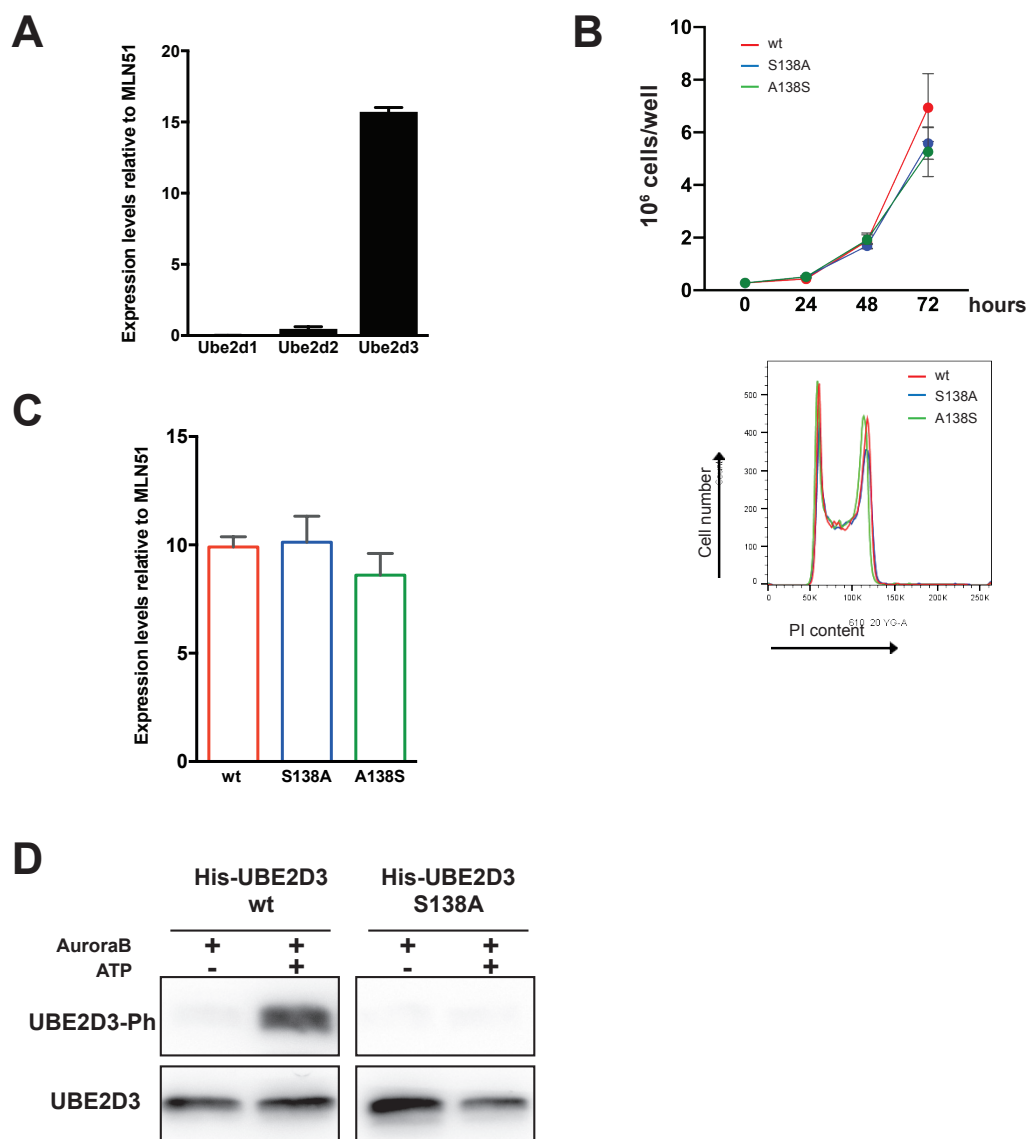

**Figure S2.** Characterisation of the *Ube2d3*-S138A mutant and A138S revertant ESCs. (A) qRT-PCR analysis of RNA levels for UBE2D family members in ESCs. Transcripts were quantified using expression of the *Mln51* gene as a standard (Szutorisz et al. 2005). (B) Top panel, proliferation assay: cells were plated at 10000 cells/cm<sup>2</sup> density and allow to grow for 3 days. Bottom panel: Analysis of cell cycle profiles; wild-type, mutant and revertant cells were stained with PI and analysed by FACS. (C) qRT-PCR analysis of *Ube2d3* mRNA in wild-type, S138A mutant and A138S revertant ESCs. Transcripts were quantified relative to *Mln51*. (D) Specificity of the anti-UBE2D3-S138Ph (UBE2D3-Ph) antibody. His-tagged

UBE2D3 and UBE2D3-S138A were expressed in bacteria, purified and incubated with Aurora B kinase and ATP. Western blotting was carried with anti-UBE2D3-Ph (upper panels) and anti-UBE2D3 (lower panels). All graphs represent mean  $\pm$  SEM, n=3.

**Figure S3**

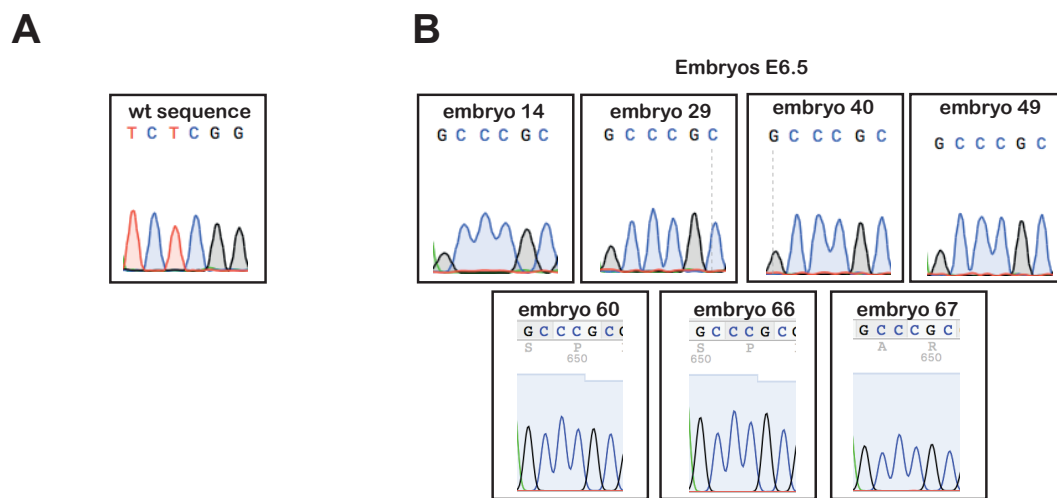

**Figure S3.** Sequences obtained from E6.5 embryos genotyped as homozygous for the *Ube2d3*-S138A mutation by PCR. (A) Wild-type (wt) sequence. (B) Sequences from homozygous S138A mutant E6.5 embryos. The sequencing confirmed that all seven E6.5 embryos were homozygous.

**Figure S4**

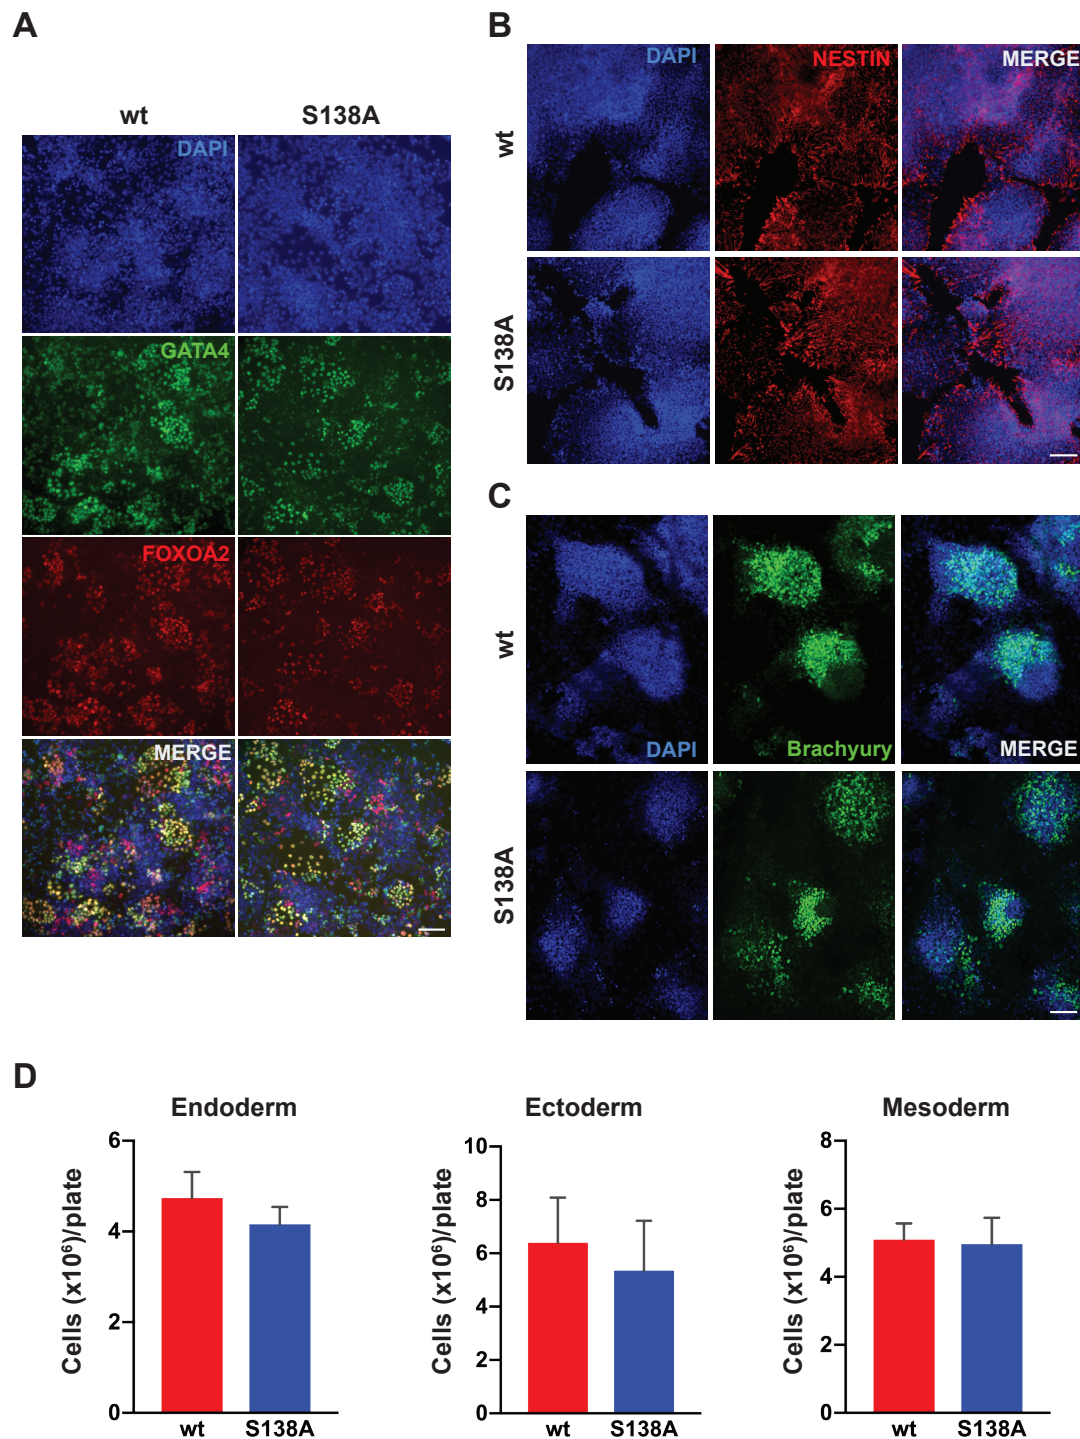

**Figure S4.** Differentiation to somatic lineages of wt and *Ube2d3*-S138A ESCs. (A) Differentiation of ESCs into endoderm. Wt and S138A cells were stained with anti-Gata4 and anti-FoxA2 after 3 days of differentiation. (B) Differentiation of ESC into ectoderm. Wt and S138A cells were stained with anti-Nestin antibody after 4 days of differentiation. (C) Differentiation of wt and S138A ESCs into mesoderm. Cells were stained with anti-Brachyury antibody after 4 days of differentiation. All scale bars = 100  $\mu$ m. (D) Quantification of the final number of cells per plate in the differentiation experiments (mean  $\pm$  SEM, n=3).

**Figure S5**

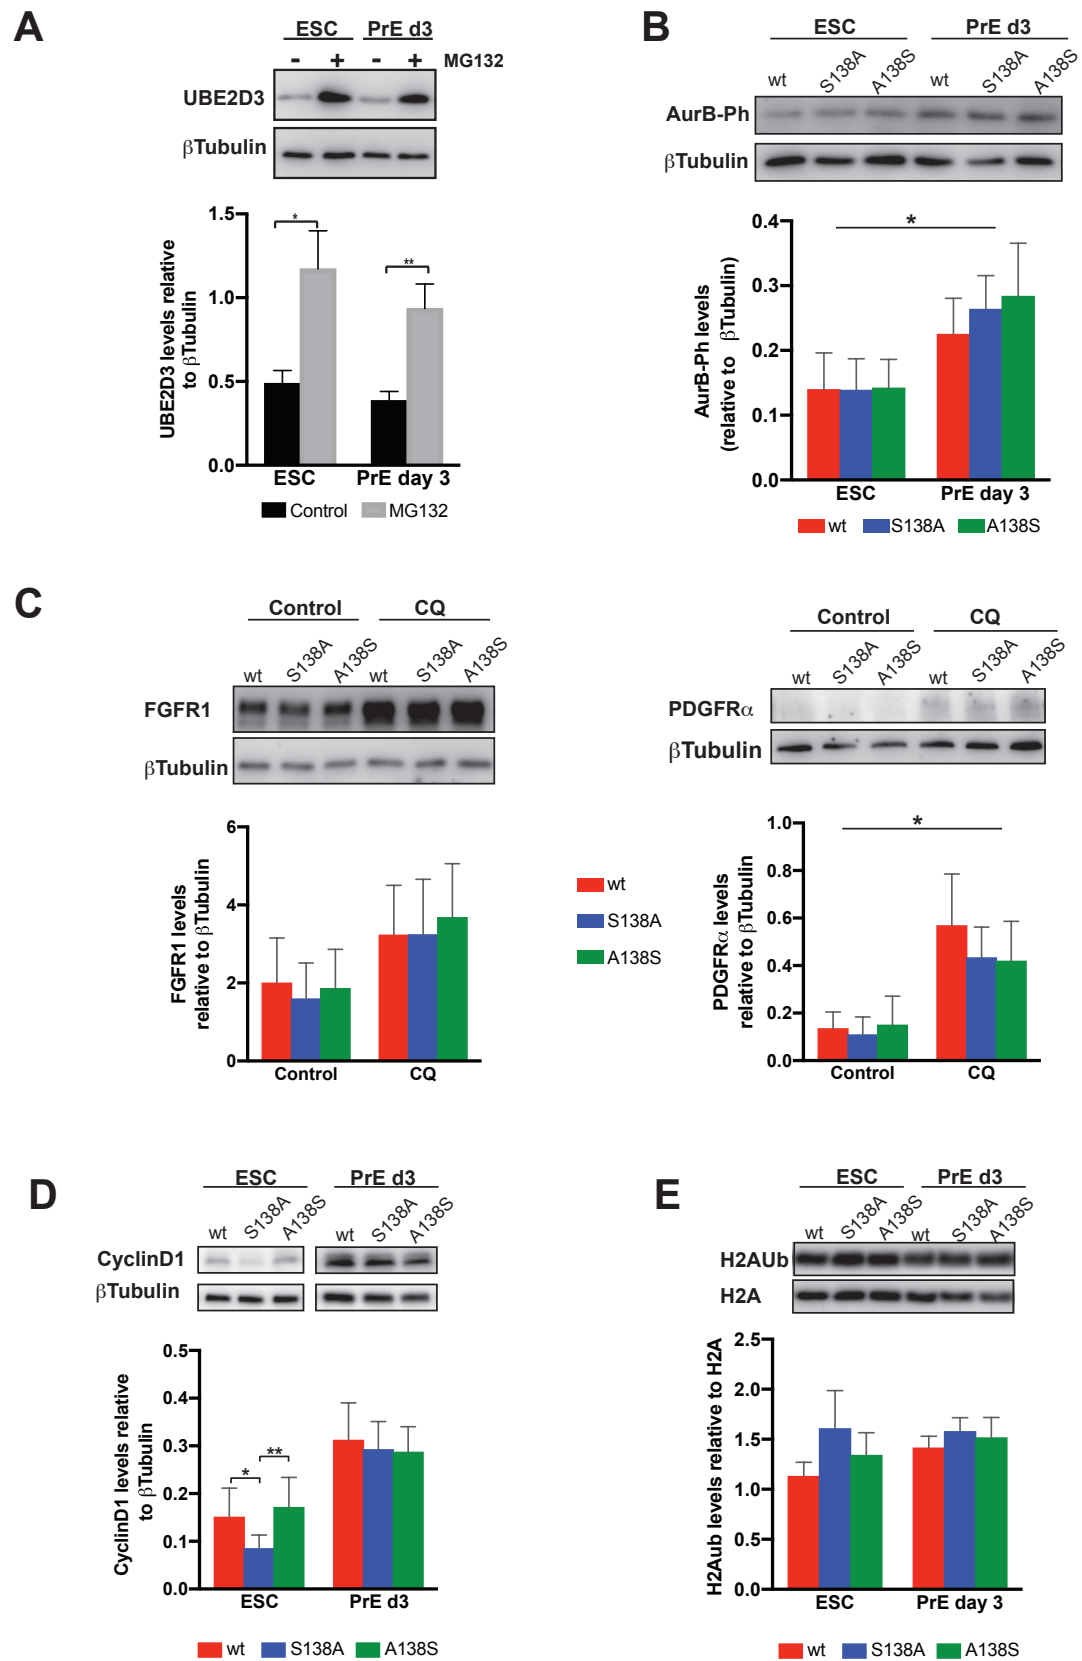

**Figure S5.** Analysis of protein levels in ESCs and differentiating cells. (A) Western blot analysis of wt ESCs and cells from day 3 of primitive endoderm differentiation (PrE d3) after treatment with the proteasome inhibitor MG132 for 4 hours. Bottom panel, quantification of UBE2D3 levels relative to  $\beta$ -Tubulin (mean  $\pm$  SEM, n=3, p-values calculated by t-test, \*p<0.05, \*\* p<0.01). (B) Western blot analysis of Aurora B-T232Ph (AurB-Ph) levels in ESCs and cells from day 3 of differentiation into primitive endoderm (PrE). Bottom panel, quantification of AuroraB-Ph levels relative to  $\beta$ -Tubulin (mean  $\pm$  SEM, n=4, p-value calculated by Two-way ANOVA, \*p<0.05). (C) Western blot analysis of cells on day 3 of differentiation to PrE treated with 10  $\mu$ M chloroquine (CQ) for 16 hours. Left panel, western blot and quantification of FGFR1 levels (mean  $\pm$  SEM, n=3). Right panel, western blot and quantification of PDGFR $\alpha$  levels (mean  $\pm$  SEM, n=3, p-value calculated by Two-way ANOVA, \*p<0.05). (D) Western blot analysis of Cyclin D1 in ESCs and cells from day 3 of differentiation into primitive endoderm (PrE). Bottom panel, quantification of Cyclin D1 levels relative to  $\beta$ -Tubulin (mean  $\pm$  SEM, n=4). (E) Western blot analysis of H2Aub levels on ESC and cells from day 3 of differentiation to primitive endoderm (PrE). Bottom panel, quantification of H2Aub levels relative to H2A (mean  $\pm$  SEM, n=4).

**Figure S6**

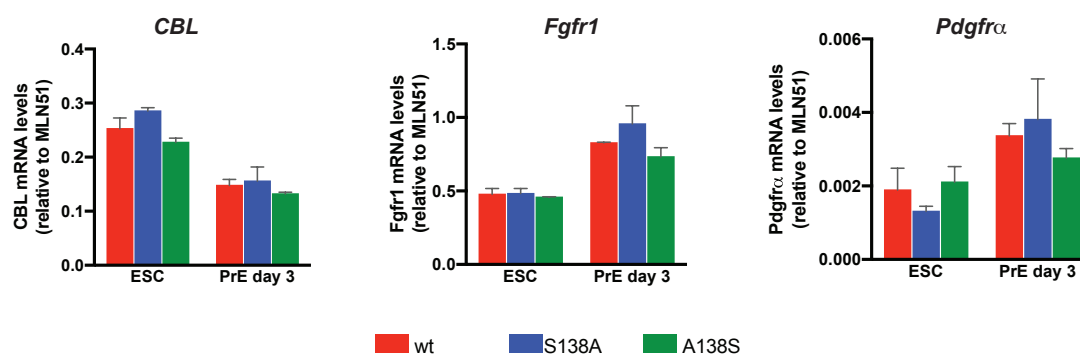

**Figure S6:** Gene expression analysis in wild-type ESCs, undifferentiated and on day 3 of differentiation to primitive endoderm (PrE). qRT-PCR analysis of *CBL* (left), *Fgfr1* (middle) and *Pdgfra* (right) transcripts. Quantification was carried out using expression of the *Mln51* gene as a standard (mean  $\pm$  SEM, n=3).

**Figure S7**

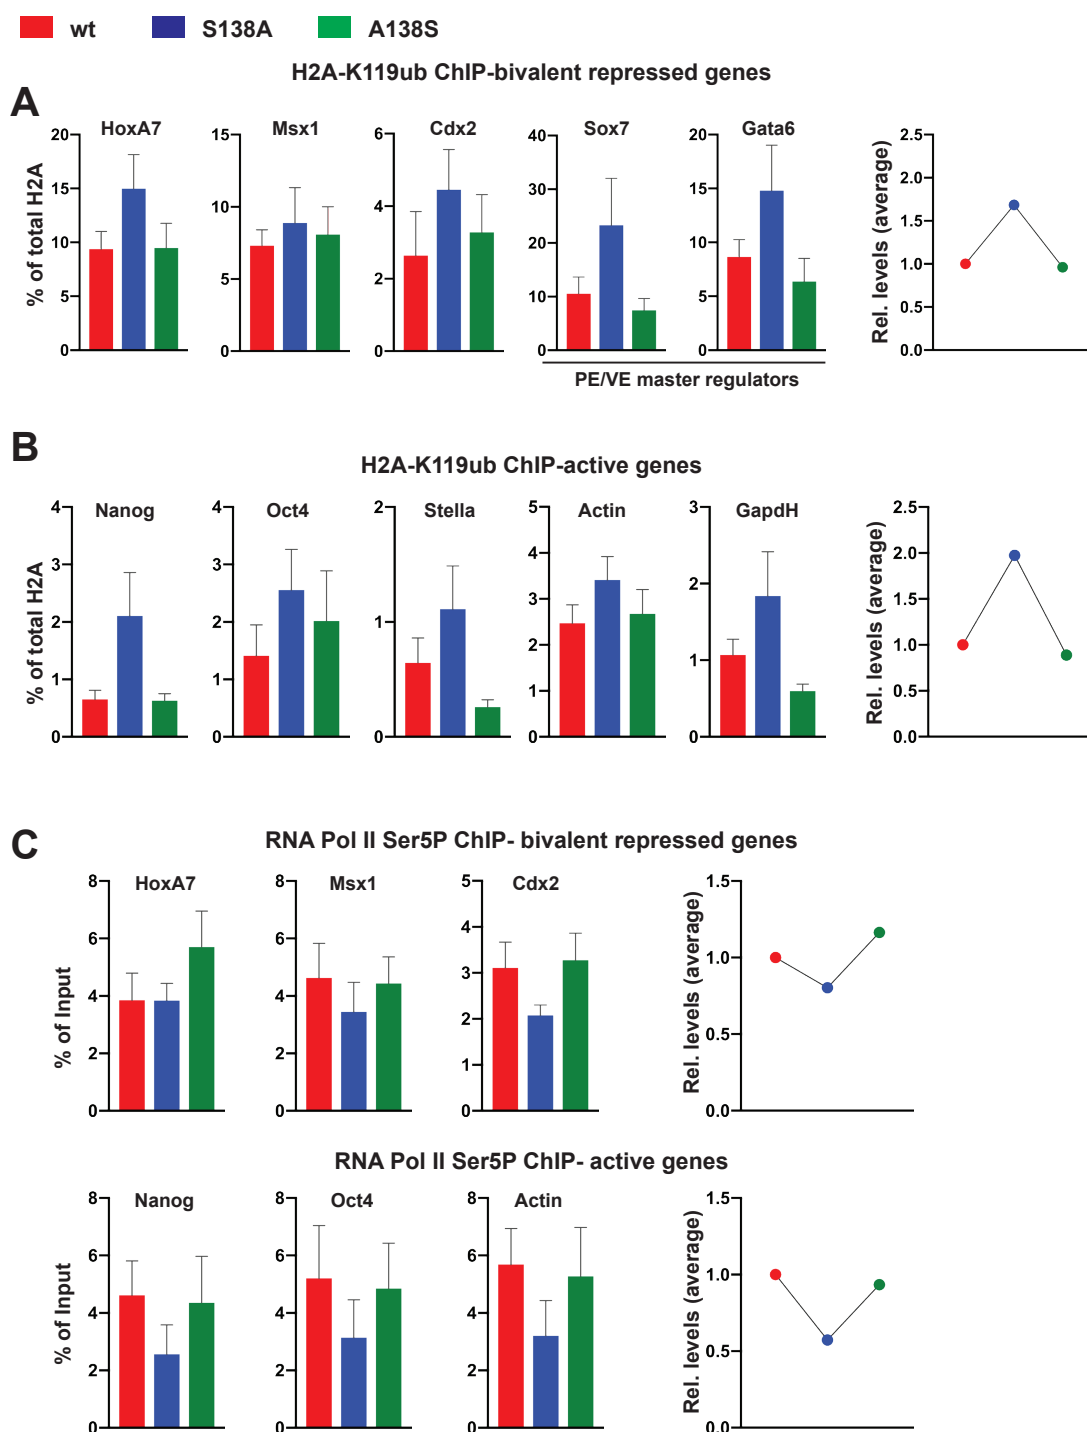

**Figure S7.** Changes in H2AK119Ub and Ser5Pol II levels in promoters of *Ube2d3*-S138A mutant ESCs. (A) ChIP-qPCR analysis of H2AK119Ub levels on bivalent promoters in wild-type (wt), *Ube2d3*-S138A mutant and *Ube2d3*-A138S revertant ESCs (n=6). (B) ChIP-qPCR analysis of H2AK119Ub levels in active genes promoters in wt, S138A and A138S ESCs (n=6). (C) ChIP-qPCR analysis of Ser5Pol II levels in bivalent promoters (top) and active genes (bottom) in wt, S138A and A138S ESCs. Graphs for individual promoters represent mean  $\pm$  SEM, n=5 for Msx1 and Actin, n=6 for the other genes. Graphs on the right in each section represent the mean levels at the analysed promoters.

**Supplementary Table 5. Oligonucleotides used in this study.**

|                                    | Forward                                 | Reverse                   |
|------------------------------------|-----------------------------------------|---------------------------|
| Genotyping primers                 |                                         |                           |
| 1 <sup>st</sup> PCR                | TGCTGGCTGTTTGAAGAGGG                    | CCAGGCAGCTAACTCATTGGT     |
| 2 <sup>nd</sup> PCR wt specific    | GTTTGTTTACAGGTACAACAGAATATCT            | ATTCCAGCTATAATGCAGGTTATTC |
| 2 <sup>nd</sup> PCR S138A specific | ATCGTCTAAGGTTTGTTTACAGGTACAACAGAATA GCC |                           |
| ChIP-qPCR primers                  |                                         |                           |
| Msx1                               | ACAGAAAGAAATAGCACAGACCATAAGA            | TTCTACCAAGTTCAGAGGGACTTT  |
| HoxA7                              | GAGAGGTGGGCAAAGAGTGG                    | CCGACAACCTCATACCTATTCTCTG |
| Cdx2                               | GGACTCCGCGAGCCAA                        | CTCAGCCCACGGTGCTC         |
| Sox7                               | TTTAGGGAAGTCAGTGCGCC                    | AGATCACACCCATGGCTTGG      |
| Gata6                              | GTTTCCCTCCCTCTTCTGCC                    | CGCTGTAACACATCCCCAGT      |
| Nanog                              | CACAGTTTGCCTAGTTCTGAGG                  | GCAAGAATAGTTCTCGGGATGAA   |
| Oct4                               | GGCTCTCCAGAGGATGGCTGAG                  | TCGGATGCCCCATCGCA         |
| Stella                             | AGAGCGGGGAATCCTACAGT                    | ACTGTAGGATTCCCCGCTCT      |
| GapdH                              | CCACTTGTGGCAAGAGGCTA                    | GTGGAGAGTTGGGACGTGAG      |
| β-Actin                            | GCAGGCCTAGTAACCGAGACA                   | AGTTTTGGCGATGGGTGCT       |
| Expression analysis primers        |                                         |                           |
| Ube2d1                             | GCAACCATCATGGGGCCCCC                    | CAAGACAAATACTCCCGTTG      |
| Ube2d2                             | TTCCACCATGGCTCTGAAGA                    | CTCCGCCCTGATAGGGACTA      |
| Ube2d3                             | ACAGACTATGGCGCTGAAAC                    | TCCCATAATTGTGGCTTGCC      |
| FGFR1                              | AGGGCAACTACACCTGCATC                    | CAAGTTGTCTGGCCCGATCT      |
| PDGFRα                             | CCTGGCGCAAGGAAAAATTGT                   | CCAGAGCAGAATGCCATAGGA     |
| CBL                                | CGTGGCAGGAATCAGAAGGT                    | CTTGTGGGGCCATGGAGAAT      |
| MLN51                              | ATGACGATGAGGATCGGAAAAAC                 | GTCCCCTTGGGTGCGACTTC      |

**Supplementary Table 6. Antibodies used in this study.**

| <b>Antibody</b>                         | <b>Source</b>               | <b>Application</b> | <b>Dilution</b>     |
|-----------------------------------------|-----------------------------|--------------------|---------------------|
| UBE2D3                                  | Abcam (Cat# ab176568)       | WB                 | 1:3000              |
| UBE2D3-Ph                               | Frangini <i>et al.</i> 2013 | WB                 | 1:750               |
| H3                                      | Abcam (Cat# ab1791)         | WB                 | 1:10000             |
| $\beta$ Tubulin                         | Cell Signaling (Cat# 2146)  | WB                 | 1:2000              |
| HA                                      | Cell Signaling (Cat# 3724)  | WB                 | 1:1000              |
| Aurora B-Ph                             | Cell Signalling (Cat# 2914) | WB                 | 1:1000              |
| CyclinD1                                | Cell Signaling (Cat# 2922)  | WB                 | 1:2000              |
| GFP                                     | Cell Signaling (Cat# 2555)  | WB                 | 1:2000              |
| H2A                                     | Abcam (Cat# ab182255)       | WB, ChIP           | 1:2000, 2.5 $\mu$ g |
| H2AUb                                   | Cell Signaling (Cat# 8240)  | WB, ChIP           | 1:2000, 2.5 $\mu$ g |
| Ser5Ph-RNA PolII                        | Biolegend (Cat# 904001)     | ChIP               | 2.5 $\mu$ g         |
| IgG                                     | Diagenode (Cat# C15410206)  | ChIP               | 2.5 $\mu$ g         |
| Oct4                                    | Santa Cruz (Cat# sc-5279x)  | IF                 | 1:200               |
| Gata6                                   | R&D Systems (Cat# AF1700)   | IF                 | 1:100               |
| FoxoA2                                  | Abcam (Cat# ab108422)       | IF                 | 1:400               |
| Gata4                                   | Santa Cruz (Cat# sc-1237)   | IF                 | 1:300               |
| Nestin                                  | Abcam (Cat# ab11306)        | IF                 | 1:200               |
| Brachyury                               | Santa Cruz (Cat# sc-17743)  | IF                 | 1:500               |
| PDGFRa-PE                               | eBioscience (Cat# 12_1401)  | Flow Cyt.          | 1:100               |
| PDGFR                                   | Cell Signaling (Cat# 3174)  | IF, PLA            | 1:500               |
| FGFR1                                   | Cell Signaling (Cat# 9740)  | IF, PLA            | 1:200               |
| CBL                                     | Novus (Cat# NBP 2-37574)    | PLA                | 1:200               |
| Tubulin-FITC                            | Sigma (Cat# F2168)          | PLA                | 1:50                |
| Alexa Fluor 488<br>Donkey anti goat     | Invitrogen (Cat# A11055)    | IF                 | 1:500               |
| Alexa Fluor 555<br>Donkey anti<br>mouse | Invitrogen (Cat# A31570)    | IF                 | 1:500               |
| Alexa Fluor 488<br>Donkey anti rabbit   | Invitrogen (Cat# A32790)    | IF                 | 1:500               |
| Alexa Fluor 594<br>Donkey anti rabbit   | Invitrogen (Cat# R37119)    | IF                 | 1:500               |
| Goat anti mouse-<br>HRP                 | Invitrogen (Cat# A16084)    | WB                 | 1:10000             |
| Goat anti rabbit-<br>HRP                | Invitrogen (Cat# A16096)    | WB                 | 1:10000             |

## SUPPLEMENTARY METHODS:

### **Comparative analysis of UBE2D3 amino acid sequences**

Annotation of the *UBE2D3* gene can present problems for automated gene annotation systems because of the high level of homology between different UBE2D family members. To address this problem, we made use of the fact that *UBE2D3* in vertebrates has an alternative C-terminal exon (designated here as exon 7a, with amino acid sequence in amniotes: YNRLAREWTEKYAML) that is located between exon 6 and the predominantly expressed downstream exon 7b (sequence: YNRISREWTKYAM). Exon-7a is not expressed in mouse ESCs (data not shown). The fact that exon-7a is not present in other UBE2D family members and can be readily distinguished from the downstream C-terminal exon-7b by the presence of the additional lysine residue at the C-terminus allowed us to use exon-7a as a diagnostic feature to verify the identity of the *UBE2D3* genes that we used for the vertebrate species comparison. All of the vertebrate *UBE2D3* genes used to generate the sequences shown in fig. 1 and Supplementary Tables 1 and 2 were individually checked for the presence of exon-7a except for the sequence from *Anolis carolinensis*, which was obtained by transcriptome mining (see below). Species where it was not possible to identify Exon-7a (Axolotl and Medaka) are discussed below.

### **Quality assessment of the *ube2d3* sequences from fish**

Due to the variable quality of the annotations of available fish genome sequences and the high level of sequence variation that was observed in the C-terminal  $\alpha$ -helix in a subset of teleost species, all of the fish sequences shown in Figure 1 and Supplementary Table 1 were checked manually by downloading the gene sequences, translating them and checking the sequences of the *ube2d3* exons. Where variant residues were found at intron/exon boundaries, the splice junctions were also checked manually to ensure that the variation was not caused by incorrect alignment of the splice sites. Files used for the sequence verification are available on request.

A number of the *UBE2D3* sequences from amniotes and anamniotes also lacked the distally located amino terminal exon (MALKRINK in amniotes). Blast searching using available first exon sequences was used to search for the exon. In some species, it was not possible to locate the first exon (see Table S2). This is likely to be due to gaps in the available sequences.

### **Annotation of the *ube2d3* sequence in the Carolina anole lizard (*Anolis carolinensis*)**

We first used the Ensembl and UCSC gene annotation to check the status of position 138 of UBE2D3 in *Anolis carolinensis* and found that both databases annotated this position as alanine in the Anocar2.0 genome assembly. However, the ENSEMBL and UCSC databases rely on the first generation of gene annotation for the anole genome, which is primarily based on sequence homology with related species. This could lead to problems with the annotation due to the very high sequence conservation between *ube2d3* and *ube2d2*. The fact that all of the other non-avian-reptile species and all avian species examined have serine at position 138 also suggested that the presence of the alanine might be due to a misannotation. We therefore carried out a further analysis using a new genome

reannotation of *Anolis carolinensis* based on 14 adult and embryonic deep transcriptome (Eckalbar, et al. 2013). Our new analysis based on transcriptomic data in Eckalbar et al. shows that *ube2d3* with serine in position 138 is one of the genes that is poorly represented in the Anocar2.0 assembly because the contig with *ube2d3* cannot be mapped to Anocar2.0 with a high mapping rate. The second-generation annotation for *A. carolinensis* ASU\_Acar version 2.1 identified the *ube2d3* transcript as a8840. The sequence and ID of this transcript are currently available at NCBI (<https://www.ncbi.nlm.nih.gov/nuccore/GAFD01029227.1>). The transcript encodes a protein that is 100% identical to human UBE2D3 with serine at position 138. We conclude that the location predicted by the Ensembl and UCSC gene annotation as *ube2d3* is in fact *ube2d2* with alanine at position 138. We also conclude that *ube2d3* with serine at position 138 is expressed in *A. carolinensis* but was not annotated in Anocar2.0 because of incomplete genome assembly.

#### Identification of *ube2d3* in Axolotl (*Ambystoma mexicanum*)

The exceptionally large size of Urodele genomes (up to 10 times larger than humans) and the high levels of repetitive sequences in these genomes have made them difficult to sequence. An annotated genome sequence for Axolotl has recently become available (Nowoshilow, et al. 2018) and this allowed us to carry out a blast search for Axolotl *ube2d3* using the exon-6 and exon-7 sequences from the Tibetan frog (*Nanorana parkeri*). The blast search identified two UBE2D genes (for gene co-ordinates, see Supplementary Table 2). Using the co-ordinates, we were able to obtain the full sequence of exon-6 and exon-7 and the intron that separates them for both genes from the UCSC genome browser (<https://genome.axolotl-omics.org>). The intron was searched for the presence of the alternatively spliced exon-7a, but the alternative exon was not present in either gene sequence. The sequence of Exon-6 shows clearly that the genes are UBE2D2/3 and not UBE2D1/4. Examination of the intron sequence also shows that they are not duplicated as there is a ~3-fold difference in the length of the non-repetitive sequence in the introns of the two genes. We conclude from this that we have identified the *ube2d2* and *ube2d3* genes of Axolotl but the absence of the alternative Exon-7a does not allow us to say definitively which of the genes is *ube2d3*. The sequence of Exon-7 differs between the two genes by one residue (A or E) at position 132. Therefore, the sequence of Axolotl *ube2d3* Exon-7 is shown as ambiguous for these residues in fig. 1 and Supplementary Tables 1. The absence of Exon-7a could be due to the exon having been lost during Axolotl evolution or it could be caused by a gap in the sequence.

Medaka *ube2d3-b*: It was not possible to locate Exon-7a in one of the two UBE2D3-like sequences that were identified in Medaka. However, the sequence of the Medaka gene was identical to the *ube2d3-b* gene of Zebra mbuna and *Pundamilia nyererei* and was therefore identified as a bona-fide *ube2d3* gene and was designated as Medaka *ube2d3-b* (fig. 1 and Supplementary Table 1)

Giant Panda (*Ailuropoda melanoleuca*): The annotated *Ube2d3* sequence for the Giant Panda contains a cluster of 4 variant residues at positions 112, 113, 115, 116. Since 3 of these residues are invariant in all other eukaryotes examined, we concluded that the apparent variation in the Giant Panda sequence was the

result of a sequencing error. Therefore, the Giant Panda was not included in the sequence comparison.

Sequences from non-vertebrate eukaryotes. Protein sequences of UBE2D3 homologues from representatives of non-vertebrate eukaryotic lineages were mined from the Uniprot database by blasting the entire database with conserved sequences from amino-terminal and C-terminal regions of *Drosophila melanogaster* Effete/UBCD1 that did not include position-138. The sequences used for the blast were: MALKRINKEL; REWTRKYA; REWTRKYAM. Sequences were also obtained by examination of protein sequences of individual E2 conjugating enzymes from model organisms in the Uniprot database.

### **UBE2D3 gene editing using CRISPR/Cas9**

The guide RNA (gRNA) used to generate the Serine to Alanine mutation was 5'-CACCGCAGGTACAACAGAATATCTC-3' and the gRNA used to revert the mutation was 5'-CACCGACAACAGAATAGCCCGCAA-3'.

The donor ssDNAs used in this study are: 5'-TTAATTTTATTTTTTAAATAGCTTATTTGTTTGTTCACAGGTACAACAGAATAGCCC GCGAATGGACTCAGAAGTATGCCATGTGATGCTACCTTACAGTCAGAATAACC-3' carrying the S138A mutation; 5'-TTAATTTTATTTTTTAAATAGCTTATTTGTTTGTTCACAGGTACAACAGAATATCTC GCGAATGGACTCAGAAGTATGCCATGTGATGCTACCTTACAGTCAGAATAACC-3' to re-establish the wild type sequence and 5'-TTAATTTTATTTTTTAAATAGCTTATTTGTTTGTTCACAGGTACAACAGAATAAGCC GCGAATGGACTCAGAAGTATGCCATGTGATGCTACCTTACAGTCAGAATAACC-3' to introduce a Serine to Serine synonymous mutation.

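In the GRCm38 build and the GENCODE M21 annotation, *Ube2d3* lies on the + strand of chromosome 3 from 135438149 to 135468198. Codon 138 (TCT, serine) lies at 135465208 to 135465210 in exon 8 of the 8 exons of a *Ube2d3* transcript, and the codon CGG (arginine) follows it. Exon 8 spans 135465195 to 135466058. The protein has 147 residues, and the stop codon ends at 135465240. The cloning overhang CACCG precedes both guides. The remaining 20 bases of the S138A guide, CAGGTACAACAGAATATCTC, have 17 bases in exon 8, which match the reference with 0 mismatches and are followed by GGG, the motif next to which Cas9 cuts. The 3 bases before the exon lie in the intron, whose sequence was not used here. The exon part of this target is also found in transcripts of 2 other annotated genes, *Gm4596* and *AC124557.1*. Each donor has 110 bases, of which the last 70 align to exon 8. With positions counted from 1 at the start of exon 8 and the reference base first, the S138A donor carries T14G and T16C in codon 138, which becomes GCC (alanine), and G19C in the next codon, which becomes CGC and still encodes arginine. G19C is the only exon difference of the donor with the wild-type codon. The synonymous donor carries T14A, C15G, T16C and G19C, and its codon 138 is AGC (serine). The revertant guide has 19 bases after the overhang as printed and differs from the S138A donor by A18G, counted from the guide's 5′ end with the guide's base first. The bases that follow this match are ATG. With 1 G inserted, as ACAACAGAATAGCCCGCGAA (20 bases), the guide matches the S138A donor in full and is followed by TGG, so a base may be missing from the printed sequence.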

To generate mouse embryos with the *Ube2d3*-S138A mutation, gRNA for the mutation was transcribed *in vitro* and injected into C56Bl6/CBA F1 fertilized eggs together with Cas9 mRNA and the donor ssDNA. To obtain E6.5 and E12.5 embryos, the injected embryos were transplanted into foster mothers and harvested at the appropriate time point.

### **Genotyping of point mutations in mouse ESCs and embryos**

To genotype the point mutations, we used a nested allele-specific PCR (ASPCR), approach (Gaudet, et al. 2009). The mutated region was first amplified in a normal 15-cycle PCR. An aliquot of 1 µl from the first PCR was then subjected to a 25 cycle, 3-primer ASPCR with a common reverse primer and two genotype-specific forward primers. Both products can be discriminated due to a 10 base tail at the 5' end of the mutant specific primer. The final PCR products were run on a 3% MetaPhor™ agarose gel. The primers used for the genotyping are described in Supplementary Table 5.

### **ESC culture**

*ESC differentiation into XEN cells:* Differentiation was performed using the protocol detailed by (Niakan, et al., 2013). For time-lapse imaging of differentiation, cells were transferred on day 4 of differentiation to a Zeiss Axiovert 200 microscope (Zeiss) where images were taken at 10 minute intervals until day 8. Images were analysed using Volocity software (Perkin Elmer).

*ESC differentiation to endoderm:* 10000 cells/cm<sup>2</sup> cells were plated on gelatin-coated plates and incubated in high glucose DMEM with 15% FBS, 100 units/ml penicillin, 100 µg/ml streptomycin, 0.1 mM non-essential amino acids, 1mM MTG, 1x GlutaMAX and supplemented with 25 ng/ml of FGF2 and 10 µM of retinoic acid for 3 days (Kim, et al. 2010).

*ESC differentiation to mesoderm:* cells were plated in gelatin + fibronectin-coated plates at a density of 15000 cells/cm<sup>2</sup> and incubated for 4 days in DMEM/F12 N2B27, 1x GlutaMAX, 100 units/ml penicillin, 100 µg/ml streptomycin, 0.1% β-ME and 30 ng/ml of Activin A.

*ESC differentiation to ectoderm:* cells were plated at a density of 15000 cells/cm<sup>2</sup> on gelatin-coated plates and incubated for 4 days in DMEM/F12-Neurobasal medium (50/50), 1x GlutaMAX, 100 units/ml penicillin, 100 µg/ml streptomycin, 100 µM βME, B27 minis Vitamin A and N2.

*Aurora B inhibition:* ESCs were incubated for 3 hours with 200 nM AZD1152 (Merck) or DMSO in medium.

*Protein synthesis inhibition:* ESC were incubated for 1h and 5h with 50 µg/ml of cycloheximide (Cell Signalling Technology) or DMSO in medium.

*Proteasome inhibition:* ESCs were incubated for 4 hours with 5 µM of MG132 (Cell Signalling Technology).

*Lysosome inhibition:* ESCs and 3 day differentiated XEN cells were incubated for 16 hours with 10 µM of chloroquine (Sigma).

### **Flow cytometry**

All experiments were performed using an LSRII flow cytometer (Becton-Dickinson) and analysed with FlowJo Software. Cells were harvested, washed twice with PBS and incubated at a density of 10<sup>6</sup> cell/ml with anti-PDGFRα (1:100) in 2%FBS-PBS for 20 min at 4°C. After incubation, cells were washed twice, resuspended in 2%FBS-PBS at 5x10<sup>5</sup> cells/ml and analysed.

*Cell cycle analysis:* ESCs were trypsinised, washed twice with PBS, fixed with 70% ethanol for 30 min on ice and washed twice with 2% FBS-PBS. Finally cells were resuspended in PBS containing 1µg/ml RNase A (ThermoFisher), 50 µg/ml propidium iodide and 0.05% NP40, incubated 20 min at room temperature in the dark followed by analysis.

### **Proximity Ligation Assay**

Cells were fixed with 4% PFA at 37°C during 15 min, washed 3x5 min with PBS, permeabilized with 0.4% Tx-100 in PBS for 5 min at room temperature and blocked 1 hour at 37°C with blocking solution. Incubation with the primary antibodies was performed at 4°C overnight (the antibodies used and their dilutions are indicated in Supplementary Table 6). The following day, cells were washed 2x5 min with buffer A, incubated with the minus and plus probes for 1h at 37°C in antibody diluent solution, washed 2x5 min with buffer A, incubated with Duolink ligation mix 30 min at 37°C, washed 2x5 min with buffer A, incubated with Duolink amplification mix 1h and 40 min at 37°C, washed 2x10 min with buffer B, 1x5 min with buffer A and counterstained with anti-Tubulin FITC for 1h at room temperature. After counterstaining, cells were washed 2x2 min with buffer A, 1x1 min with 0.01x buffer B and incubated 5 min with 1µg/ml DAPI in PBS. All incubations were performed in a humidity chamber. Images were acquired in a Leica SP8 confocal microscope with LAS X software (Leica),

PLA foci were quantified with Imaris software (Oxford Instruments). Technical control experiments were carried out in which each primary antibody was omitted. No signal was observed in these controls (data not shown).

### **Whole-mount immunostaining**

Embryos were harvested at the specified time points and fixed in 4% paraformaldehyde + 0.01% Triton -100 + 0.1% Tween for 20 min at 4°C. Fixed embryos were washed 3 times for 5 min in 0.1% Triton-PBS (PBT) at room temperature. Embryos were then blocked and permeabilised in blocking solution (2% donkey serum-0.4% Triton X-100/PBS) for 2 hours at room temperature. Incubation with the primary antibodies was carried out at 4°C, overnight for blastocysts and for 2 days for E6.5 embryos, with the primary antibodies diluted in blocking solution. Embryos were then washed 3 x 15 min in PBT, incubated with the appropriate secondary antibodies diluted in blocking solution for 2 hours at room temperature, washed again 3 times 15 min in PBT and left overnight in PBT+1µg/ml DAPI at 4°C until imaging the next day.

### **Cell immunostaining**

Cells were fixed with 4% PFA at 37°C during 15 minutes, after this time they were washed 3 x 5 min with PBS. Cells were then permeabilised with 0.4% TX-100 in PBS for 5 min at room temperature and blocked with 10% donkey serum-0.1% Tx-100-PBS. Incubation with the primary antibodies was carried out overnight at 4°C. The cells were then washed 3 x 5 min with PBS and incubated 1h at room temperature with the appropriate secondary antibodies. Cells were washed 3 x 5 min and incubated with 1µg/ml DAPI in PBS for 5 min.

### **ChIP-qPCR analysis**

ESCs were harvested, counted and diluted in medium to a final density of 10<sup>6</sup> cells/ml prior to being crosslinked for 10 min at room temperature with 1% formaldehyde. Crosslinking was quenched by adding glycine to 125 mM final concentration and incubating for 10 min at room temperature. After crosslinking, cells were washed 3 times with cold PBS. The resulting pellet was resuspended in 1.5 ml of swelling buffer (25 mM Hepes pH 7.5, 1.5 mM MgCl<sub>2</sub>, 10 mM KCl, 0.1% NP40, Complete™ protease inhibitors cocktail), incubated in ice for 10 min and then homogenized in a dounce homogenizer (tight pestle). The nuclei were spun for 5 min at 3000g, 4°C and then resuspended in sonication buffer (50 mM Hepes pH7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton-X100, 0.1% sodium deoxycholate, 0.1% SDS, Complete™ protease inhibitors cocktail) at a final density of 20x10<sup>6</sup> cells/ml. Sonication was performed in a BioruptorPlus sonicator (Diagenode) for 30 to 45 min with 30 seconds on/off intervals to produce fragments of approximately 0.5-1 kb. Sonicated material was centrifuged for 10 min at 10000g, 4°C, to remove the insoluble fraction and supernatants were collected and snap frozen. Chromatin concentration and shearing of DNA were analysed by reverse crosslinking of an aliquot and running on an agarose gel.

Aliquots of 10 µg were used per immunoprecipitation (IP) and 1 µg used as input. For each IP, 2.5 µg of antibody (anti-H2A, anti H2Aub, anti Ser5RNAPolII or IgG) were incubated together with 15 µl protein A/G Dynabeads (ThermoFisher) in 1 ml of sonication buffer for 5 to 7 hours with gentle rotation at 4°C. Beads were washed once with sonication buffer and then the chromatin

was added, IPs were performed O/N at 4°C with gentle rotation in a final volume of 1 ml. Antibody-bound chromatin was washed sequentially with 1 ml of the following buffers: sonication buffer, high salt buffer (50 mM Hepes pH 7.5, 500 mM NaCl, 1 mM EDTA, 1% Triton-X100, 0.1% sodium deoxycholate, 0.1% SDS), LiCl buffer (20 mM TrisHCl pH8, 1mM EDTA, 250 mM LiCl, 0.5% NP40, 0.5% sodium deoxycholate) and TE buffer (10 mM TrisHCl pH8, 1 mM EDTA). After the washes, the chromatin was eluted from the beads and crosslinking was reversed by incubation in 200 µl of elution buffer (50 mM TrisHCl pH8, 50 mM NaCl, 1 mM EDTA, 1% SDS, 20 µg/ml DNase-free RNase A) for 6 hours at 68°C. Eluted DNA was treated O/N with 200 µg/ml proteinase K, at 42°C. Reverse crosslinking of the input was performed in parallel to that of the beads. DNA from input and IPs was purified using the QIAQuick PCR purification kit (Qiagen) following the manufacturer's instructions and eluted in 30 µl of water. Real-time qPCRs were performed with Sensimix SYBR NORox SYBR GREEN (Bioline, UK) in a C1000 Thermal Cycler (BioRad). Each PCR was carried out in duplicate in a 20 µl final volume reaction with 400 nM primer concentration. Reactions contained 1 µl of the IPed DNA and 0.1 µl of the input DNA. The oligonucleotides used for ChIP are listed in Supplementary Table 5.

#### **In vitro phosphorylation assay**

Recombinant His-UBE2D3 (1 µg) was incubated with 200 ng of GST-AuroraB (MRC PPU, College of Life Sciences, University of Dundee, Scotland, [mrcpppureagents.dundee.ac.uk](http://mrcpppureagents.dundee.ac.uk)) for 30 min at 30°C in phosphorylation buffer (50 mM TrisHCl pH 7.5, 10 mM MgCl<sub>2</sub>, 500 µM ATP, 1 mM DTT, 5 mM NaF). Reactions were stopped by addition of SDS loading buffer, boiled for 5 min or used for subsequent ubiquitination assays. Phosphorylation was analysed by western blot.

For the kinase and spin assay, in vitro phosphorylation reactions were performed as indicated above and the spun for 15 min at 15000g at 4°C, washed 2x with phosphorylation buffer and subsequently analysed by western blot.

#### **Protein analysis by western blotting**

Cells were lysed in ice cold RIPA buffer (50 mM TrisHCl pH 8, 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS) with Complete™ protease inhibitor cocktail (Roche) for 10 min, sonicated (MSE Soniprep150, 3 times 5 sec on/1 min off, 14 µm amplitude) and cleared by centrifugation for 10 min at 14000g. Concentration of the extracts was measured with the BCA Protein Assay Kit (ThermoFisher) according to the manufacturer's instructions. Extracts were diluted in 6x SDS loading buffer, boiled for 5 min and subjected to SDS PAGE. Gels were transferred to nitrocellulose membranes using a Bio-Rad wet tank blotting system. Membranes were blocked with 5% bovine serum albumin (BSA) in Tris-buffered saline with 0.05%NP40 (TBS-NP40) for 1h at room temperature and incubated with the primary antibody diluted in 0.5% BSA TBS-NP40 O/N at 4°C. On the following day, membranes were washed 3 times for 20 min with TBS-NP40, incubated with the appropriate secondary antibody for 1h at room temperature, washed again 3 times 15 min and developed using Millipore Crescendo ECL (Merck). For western blot quantification, membranes were developed and analysed using the ImageQuant LAS400mini and the ImageQuantTL Software (GE Healthcare). The antibodies used are listed in Supplementary Table 6.

In the case of western blots probed with the anti-UBE2D3-S138Ph antibody, membranes were denatured prior to blocking by incubating the membranes for 30 min at 4°C with 6M guanidine hydrochloride, 20 mM Tris HCl pH 7.4, 1mM PMSF and 5 mM  $\beta$ ME solution.

### **RNA extraction and qPCR**

Total RNA was extracted from  $1 \times 10^6$  cells using Trizol (ThermoFisher) following the manufacturer's instructions. Reverse transcription was performed on 1  $\mu$ g of RNA for each sample with the SuperScript II reverse transcriptase (ThermoFisher) according to the manufacturer's protocol. To quantify the levels of UBE2D family members mRNA, Real-time qPCRs were performed on the obtained cDNA using Sensimix SYBR NORox SYBR GREEN (Bioline). Each PCR was carried out in duplicate using 1  $\mu$ l of a 1:10 dilution of cDNA and 400 nM primer concentration. The primers used in this analysis are listed in Supplementary Table 5.

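The sequences of the primers were compared with the transcripts of GENCODE M21 (GRCm38). Both primers for *Ube2d1*, *Ube2d3*, *Fgfr1*, *Pdgfra* and *Cbl* match a transcript of the gene they are named for with 0 mismatches. The products are 157 bases for *Ube2d1*, 242 for *Fgfr1*, 184 for *Pdgfra* and 252 for *Cbl*. The *Ube2d3* pair gives a product in 11 of 16 annotated *Ube2d3* transcripts, the shortest of 124 bases and the longest of 15607, and its reverse primer also matches *Gm15361*. Both *Ube2d2* primers match only *Ube2d2b* without a mismatch, where they give a product of 152 bases. Against *Ube2d2a* the forward primer TTCCACCATGGCTCTGAAGA has 1 mismatch, T2C, and the reverse primer CTCCGCCCTGATAGGGACTA has 3, G5A, A17G and A20G. Positions are counted from the 5′ end of each primer with the primer's base first, so A20G is at the 3′ end of the reverse primer. The forward primer for MLN51 matches *Casc3*, and the reverse primer as printed has 5 mismatches to the closest *Casc3* transcript site, G1C, T2G, C3T, G13C and C14G. The annotation is of another mouse strain than the 129/Ola cells, and strain variants were not examined.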

### **Molecular modelling**

#### **Atomistic Molecular Dynamics Simulations.**

Simulations were performed using the GROMACS simulation suite (2018.3 version) (Abraham et al., 2015), the CHARMM36 force field (Huang and MacKerell 2013) and the TIP3P water model (Jorgensen et al., 1983). Simulations were performed for 200 ns each, with two independent replicates for each system (800 ns, overall). The chosen temperature was 340 K in order to enhance sampling and denaturation of the structures. It was maintained by making use of the velocity rescale thermostat (Bussi, et al. 2007) with a time constant of 1ps. For pressure coupling, the Parrinello-Rahman barostat (Parrinello et al., 1981) was employed to keep pressure at 1 atm with a time constant of 1 ps. Particle Mesh Ewald method (Darden et al., 1993) handled the long-range electrostatics. The LINCS algorithm (Hess et al., 2008) was applied to constrain bonds, allowing an integration step of 2 fs. Long-range electrostatic and van der Waals cut-offs were set at 1.4 nm. Charges were neutralized by the addition of counterions and an additional 0.15 M concentration of NaCl ions were included in the simulations. VMD (Humphrey, et al. 1996) was employed for molecular visualization, and analyses were performed using GROMACS tools.

## **SUPPLEMENTARY DISCUSSION:**

### **Effects of the whole genome duplication in teleosts**

It is known that a whole-genome duplication took place in the common ancestor to all teleosts ~320-350 mya (Christoffels, et al. 2004; Vandepoele, et al. 2004). Genome duplications can have one of several different effects on the evolution of individual genes. One of the duplicated copies can be lost, both genes can remain the same, both genes can acquire sequence changes that divide the functions of the ancestral gene between them (subfunctionalization), or one gene can diverge and acquire a new function (neofunctionalization) (reviewed in (Glasauer and Neuhauss 2014). In this study, duplicated *ube2d3* genes were initially identified in Medaka, Southern platyfish and Stickleback. The pattern of variation that was observed in the *ube2d3* genes that were initially identified in Cichlid fish did not

follow the known phylogeny of Cichlids, suggesting that there might be additional unidentified duplicated *ube2d3* genes in these species. Blasting of Cichlid genomes with variant C-terminal sequences show that this was indeed the case. The blasting identified additional duplicated *ube2d3* genes in two Cichlid species (Zebra mbuna and *Pundamilia nyererei*). The duplicated genes are designated *ube2d3*-a and -b (fig. 1, Supplementary Tables 1 and 2). These 5 species were the only Acanthomorph species where duplicated *ube2d3* genes could be confirmed, but it is likely that the presence of these genes is more widespread. More comprehensive sequencing will be required to confirm this. Comparison of the sequences reveals a significant divergence between of the duplicated genes in the C-terminal encoding region (Supplementary Table 1) with the variable sequences located predominantly on the outward-facing side of the  $\alpha$ 4-helix where they would be available for protein-protein contacts (supplementary fig. 1B). This suggests that sub-functionalization or neo-functionalization involving the formation of novel protein-protein contacts are potential options for the protein products of duplicated *ube2d3* genes.

## References

- Abraham, M.J., Murtola, T., Schulz, R., Páll, S., Smith, J.C., Hess, B and Lindhal, E. (2015). GROMACS: High performance molecular simulations through multi-level parallelism from laptops to supercomputers. *SoftwareX* 1, 19-25.
- Bussi G, Donadio D, Parrinello M. 2007. Canonical sampling through velocity rescaling. *J Chem Phys* 126:014101.
- Christoffels A, Koh EG, Chia JM, Brenner S, Aparicio S, Venkatesh B. 2004. Fugu genome analysis provides evidence for a whole-genome duplication early during the evolution of ray-finned fishes. *Mol Biol Evol* 21:1146-1151.
- Darden, T., York, D. and Pedersen, L. (1993). Particle mesh Ewald: An  $N \log(N)$  method for Ewald sums in large systems. *J Chem Phys* 98, 10089.
- Eckalbar WL, Hutchins ED, Markov GJ, Allen AN, Corneveaux JJ, Lindblad-Toh K, Di Palma F, Alföldi J, Huentelman MJ, Kusumi K. 2013. Genome reannotation of the lizard *Anolis carolinensis* based on 14 adult and embryonic deep transcriptomes. *BMC Genomics* 14:49.
- Gaudet M, Fara AG, Beritognolo I, Sabatti M. 2009. Allele-specific PCR in SNP genotyping. *Methods Mol Biol* 578:415-424.
- Glasauer SM, Neuhauss SC. 2014. Whole-genome duplication in teleost fishes and its evolutionary consequences. *Mol Genet Genomics* 289:1045-1060.
- Hess, B. (2008). P-LINCS: A Parallel Linear Constraint Solver for Molecular Simulation. *J Chem Theory Comput* 4, 106-122
- Huang J, MacKerell AD, Jr. 2013. CHARMM36 all-atom additive protein force field: validation based on comparison to NMR data. *J Comput Chem* 34:2135-2145.
- Humphrey W, Dalke A, Schulten K. 1996. VMD: visual molecular dynamics. *J Mol Graph* 14:33-38, 27-38.
- Jorgensen, W.L., Chandrasekar, J., Madura, J.D., Impey, R.W. and Klein, M.L. (1983). Comparison of simple potential functions for simulating liquid water. *J Chem Phys* 79, 926-935.
- Kim PT, Hoffman BG, Plesner A, Helgason CD, Verchere CB, Chung SW, Warnock GL, Mui AL, Ong CJ. 2010. Differentiation of mouse embryonic stem cells into endoderm without embryoid body formation. *PloS one* 5:e14146.

Nowoshilow S, Schloissnig S, Fei JF, Dahl A, Pang AWC, Pippel M, Winkler S, Hastie AR, Young G, Roscito JG, et al. 2018. The axolotl genome and the evolution of key tissue formation regulators. *Nature* 554:50-55.

Parrinello, M. and Rahman, A. (1981). Polymorphic transitions in single crystals: a new molecular dynamics method. *J Appl Phys* 52, 7182-7190.

Szutorisz, H., Canzonetta, C., Georgiou, A., Chow, C-M, Tora, L., Dillon, N. Formation of an active tissue-specific chromatin domain initiated by epigenetic marking at the ES cell stage. *Mol. Cell. Biol.* 25: 1804-1820.

Vandepoele K, De Vos W, Taylor JS, Meyer A, Van de Peer Y. 2004. Major events in the genome evolution of vertebrates: paranome age and size differ considerably between ray-finned fishes and land vertebrates. *Proc Natl Acad Sci U S A* 101:1638-1643.

How the deposited data were processed for this re-analysis (not part of the article)

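RNA-seq was available for 3 wild-type and 3 *Ube2d3*-S138A libraries of E14 ESCs. PolyA RNA was sequenced, and 500 ng of RNA went into each library. ERCC spike-in RNA was added (2 µl of a 10-fold dilution), and the gene table holds 0 spike-in rows, so scaling by spike-in was not run. The paper's text does not describe this experiment. The authors made base calls with CASAVA version 1.8.4, aligned reads to mm9 (NCBIM37) with TopHat2 version 2.0.11 and deposited raw counts per gene from featureCounts, whose version and settings are not stated. All 6 columns of the table were used, and 0 rows named no gene. The columns of the wild-type libraries match the labels by name. Those of the S138A libraries were assigned to the genotype as a group, because it is the only other group of the series, and they carry no replicate number.

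Gene symbols were matched by identifier for 32897 genes (87.4%), and for 15454 of the 16023 genes tested. Counts were analysed in R version 4.3.3 with edgeR version 4.0.16, limma version 3.58.1 and DESeq2 version 1.42.0, and primers, guides and figures with Python version 3.11.15. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15. The comparison of S138A with wild-type ESCs used TMM factors and edgeR's quasi-likelihood test, with genes called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Ratios between genes are ratios of plain counts per library. At 33227593 to 37169770 counts per library, counting error was small for most genes tested, and intervals given for low counts cover counting error only. In simulated counts for 16023 genes with 50 genes changed at each fold change, this test recovered 1 gene changed 1.5-fold, 9 changed 2-fold, 40 changed 4-fold and 43 changed 8-fold, with 0 false calls. DESeq2 recovered 8, 25, 46 and 47 of the same sizes with 5 false calls. With a term for wild-type 3 and S138A C, described below, edgeR recovered 13, 38, 49 and 49 with 12 false calls. With that term limma-voom made 12 false calls and DESeq2 made 38. The fit with the replicate block was not simulated, so its rate of false calls is not known.

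The rule for the genes named in the text was fixed before the data were examined, and some of the genes it names depend on their results. It names every gene the paper names as an RNA, a promoter, an E3 or a substrate, the 12 largest rises and 12 largest falls among called genes of at least 2 CPM whose groups do not overlap, up to 4 members of each gene list described, taken by p-value, and the Y-linked genes and Xist. The genes taken from the paper also include Aurkb, the gene of a kinase, and Gata4, Foxa2, Nes and T, markers it stains. The part on largest changes named 0 genes, since the test called none. Not every gene that the rule names is reported here. Gene lists were also fixed then. They were tested with limma's camera on log2 CPM with a preset correlation of 0.01, and lists with fewer than 5 tested members were only counted. Alternatives fixed then were RLE and upper-quartile factors, no filter beyond 1 count, a filter of 1 CPM, DESeq2, limma-voom, stricter thresholds (an adjusted p of 0.01, or an absolute log2 fold change of at least 1), each library left out in turn, the replicate number as a block, and for the lists an estimated correlation and fry.

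Whether the replicate numbers pair the libraries was examined through the correlation of each library's deviation from its group mean. With the final digit of the S138A column names taken as the number, the correlations were 0.53, 0.493 and 0.753 for the 3 pairs. The numbers 1 and 2 cannot be told apart in this way, since crossing them gave 0.515 and 0.526. The pairing comes from column names and not from a stated design. The block was among the alternatives fixed before the data were examined, but its pairing by column name was not. It was tried, left out because the S138A columns carry no number, and put back with its count of genes already known. Alternatives added after seeing the data were a term with 2 levels for wild-type 3 and S138A C against the other 4 libraries, the same 4 libraries alone, and ratios per kilobase of the longest coding transcript of GENCODE M21, which is annotated on another build (GRCm38) than the one the counts were made on. Coordinates are given in GRCm38 for sequences only. Heights of bars in the paper's figures were measured from the images against the axis marks.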

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

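Of the tests below, the comparison of library totals, the splits of the libraries for the count of genes, and the term for 2 libraries were chosen only after the results they measure were seen, and the pairing used for the block was kept after its count was seen.

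Of 27 gene lists tested, 8 passed an adjusted p of 0.05 in camera with the preset correlation, in RNA that the paper does not report on. None of the 8 passed with an estimated correlation. Hox genes were higher in S138A ESCs (adjusted p = 1.24e-09, median log2 fold change 1.13 over 13 tested genes, adjusted p = 0.0601 with the estimated correlation). With the replicate number as a block 7 of the 13 were called higher and 0 lower, and in the comparison without it 8 were called higher when adjusted over the list alone. Among them Hoxc13 and Hoxb9 had log2 fold changes of 1.24 and 1.06. Two-cell-like genes, which mark a rare state of ESC cultures, were higher (adjusted p = 2.07e-05, median 1.27 over 14 genes, with 12 higher and 0 lower under the block and 5 higher when adjusted over the list alone). Several of these genes belong to families of similar copies, so their counts are less certain. The list was also lower in wild-type 3 and S138A C than in the other 4 libraries (adjusted p = 0.000485). Usp17lc had 4.09 and 5.12 CPM in wild-type 3 and S138A C, against 5.99 and 4.9 in the other wild-type and 21.9 and 21.1 in the other S138A libraries. Mesoderm and endoderm genes were higher (adjusted p = 0.00238, median 0.534 over 17 genes, 4 higher and 0 lower under the block), led by Cdx1 (log2 fold change 2.61, adjusted p = 0.0548). Trophoblast genes were higher (adjusted p = 0.0115, median 0.56 over 14 genes, 5 higher and 1 lower under the block), with Krt7 at a log2 fold change of 1.11 and Cdx2 at 2.33. This list did not pass with no low-count filter (adjusted p = 0.0669), without S138A A (0.0826) or without S138A B (0.0664). Cdx2 had 0.18 and 0.43 CPM in wild-type 3 and S138A C, on 7 and 16 counts. It had 0.18 and 0.38 CPM in the other wild-type and 1.39 and 1.93 in the other S138A libraries.

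Proteasome subunits were lower in S138A ESCs (adjusted p = 2e-05, median log2 fold change -0.23 over 31 genes, with 0 higher and 10 lower under the block), and Psmb6 had a log2 fold change of -0.47. In the comparison without the block, 0 of the 31 were called in either direction when adjusted over the list alone. This list was also lower in wild-type 3 and S138A C than in the other 4 libraries (adjusted p = 0.000119). Interferon-stimulated genes were lower (adjusted p = 0.000322, median -0.377 over 13 genes, 0 higher and 4 lower under the block). Ifit1 had a log2 fold change of -2.35 and Ifi35 of -1.23. The value for Ifit1 rests on few counts, with 19, 15 and 21 in wild-type and 4, 4 and 3 in S138A libraries. Fibroblast and feeder cell genes were higher (adjusted p = 0.0447, median 0.486 over 14 genes, 6 higher and 1 lower under the block), and Col1a1 had 25.9 ± 8.86 CPM in wild-type and 60.6 ± 19.8 in S138A ESCs (SD, n = 3). Col1a1 was close to equal in wild-type 3 and S138A C (36.1 and 37.9 CPM), and the list did not pass with no low-count filter (adjusted p = 0.0614), with the stricter filter (0.231) or when wild-type 1, wild-type 2, S138A A or S138A B was left out (0.0517, 0.122, 0.0994 and 0.0664). Other bivalent Polycomb target genes were higher (adjusted p = 0.0485, median 0.235 over 35 genes, 7 higher and 4 lower under the block). This list did not pass with no low-count filter (adjusted p = 0.0669), with the stricter filter (0.438), or without wild-type 3 (0.176), S138A A (0.0994) or S138A B (0.178). With the block the fibroblast and feeder cell list and the other bivalent Polycomb list no longer passed (adjusted p = 0.092 for both) and the p53 target genes did (adjusted p = 0.0458). In the comparison without the block the p53 target genes had an adjusted p of 0.517 with the estimated correlation. Adjusted over the list alone, that comparison called 3 mesoderm and endoderm, 1 trophoblast, 4 fibroblast and feeder cell and 1 other bivalent Polycomb genes higher. It called 2 interferon-stimulated genes lower. Of the 10 splits of the libraries into 3 and 3, 4 gave at least as many lists as the real one, itself included. The real one gave 8, and the highest other split, wild-type 1 with S138A A and S138A B, gave 9. The splits are too few for a share under 0.05. All S138A libraries come from 1 edited genotype that is not set against a second clone or a revertant here, so an effect of the mutation and a difference between clones are confounded.

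Wild-type 3 and S138A C stood apart from the other 4 libraries on the first principal component, and 8192 genes differed between these sets at an adjusted p of 0.05 from edgeR with genotype in the model. Library size was tested first. Only 1 of the 2 libraries had a total outside the range of the other 4, which argues against library size as the cause. For a few genes taking most of the counts, the share of the 10 highest genes lay 0 percentage points outside the range of the other 4 in at least 1 of the 2 libraries, which argues against that explanation. GC content and transcript length explained 4.29% of the variance of the log2 difference over the 7979 of 8192 genes with a value (97.4%), below the 20% set as the bound, which argues against a GC content or gene length bias as the main cause. A difference in culture day, RNA preparation or library batch stays open, since no label gives one. In camera with the preset correlation, cholesterol synthesis genes were higher in the 2 libraries (adjusted p = 2.35e-05), and formative and primed pluripotency genes (0.000119), proteasome subunits (0.000119), two-cell-like genes (0.000485) and heat shock genes (0.00822) were lower. No test was made of whether a biological state of the cultures caused the difference.

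Within the 4 libraries that lie together, 4756 genes differed between the genotypes at an adjusted p of 0.05 from edgeR. The spread in that fit came from close replicates alone, with median squared differences of 2.43 (wild-type) and 3.47 (S138A) times sampling noise. Pairs with the third library of a genotype lay at 29.6 to 49.3 times, so the p-values serve here only to select genes. One explanation of these differences is that they hold in those 4 libraries alone, since replicates 1 and 2 of a genotype may be close relatives. Of the 4705 such genes that were also tested over all 6 libraries, 85.4% had the same direction between wild-type 3 and S138A C, against 70% of all tested genes, and 70% had been set as the bound. This argues against that explanation for the directions as a set. It leaves open whether the size of the differences depends on those 4 libraries. It does not test any single gene, because that pair has 1 library of each genotype, and all libraries were scaled together. An effect of the mutation, a difference between clones and differences in culture remain open.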

How the results depend on the processing

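The added alternatives named below, the term for 2 libraries and the 4 libraries alone, and the ratios per kilobase, were chosen after seeing the data, and the pairing used for the replicate block was kept after its count was seen. edgeR called 0 genes between S138A and wild-type ESCs at an adjusted p of 0.05, with 2270 genes at an unadjusted p under 0.05 (1221 higher and 1049 lower) and a smallest adjusted p of 0.0548. The count was 0 with RLE factors, upper-quartile factors, the stricter filter, limma-voom and both stricter thresholds, 4 with no low-count filter and 649 with DESeq2 (359 higher, 290 lower). Leaving out 1 library gave between 0 and 79 genes, with 79 only without S138A C. With the replicate number as a block, paired by the final digit of the column names, it was 3180 (1717 higher, 1463 lower). The digits of the S138A columns are not stated to be replicate numbers. In the 4 libraries other than wild-type 3 and S138A C it was 4756, a count that rests on the spread of close replicates only. With the term for wild-type 3 and S138A C it was 4418 (2338 higher, 2080 lower). Under the term it was 4421 with RLE factors added, 4673 with no low-count filter, 4144 with DESeq2 and 4565 with limma-voom. Of the 3180 genes of the block 3157 were also called with that term, all in the same direction. Both fits set wild-type 3 and S138A C apart in the same 6 libraries, so this overlap is not separate support. The groups of 3554 tested genes (22.2%) did not overlap. Chance gives 10% if all 6 libraries are interchangeable, but wild-type 3 and S138A C stood apart, so 10% is no baseline here. All 10 splits of the libraries into 3 and 3 gave 0 genes without the block. Of the 4 splits that part every pair, the real one gave 3180 genes with the block and the highest other gave 0. Of the 6 splits that balance the 2 libraries, 1 gave as many genes with the term as the real split, namely itself (4418), and the highest other gave 0. These splits are too few for a share under 0.05.

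*Fgfr1* passed the threshold with DESeq2 (log2 fold change 0.44), with the block (0.45) and with the term (0.45). With the term it also passed with RLE factors (0.45), no low-count filter (0.44), DESeq2 (0.44) and limma-voom (0.45). In the 4 libraries alone its log2 fold change was 0.47. The spread of that fit came from close replicates only, so a pass there is not separate support. The adjusted p of *Fgfr1* ranged from 0.00569 to 0.623 over the alternatives fixed before the data were examined, and its fold change stayed positive in each. *Cbl* did not pass in any setting. *Pdgfra* did not pass either, and its fold change was -0.00636 in the 4 libraries alone. *Ube2d3* did not pass in any setting, and its fold change ranged from -0.25 to 0.16 over libraries left out. The ratio of *Ube2d3* to *Ube2d2a* was 1.28 and that to *Ube2d1* was 5.34 per kilobase of the longest coding transcript, which is set by the lengths of 3833, 2480 and 1431 bases. The number of lists past the threshold in camera was 8, and 0 with an estimated correlation. It was 5 with no low-count filter and 5 of 26 with the stricter filter, where the Hox list had too few members to be tested. It was 5 to 10 with libraries left out, 7 with the block, 7 with the term, and 0 with the term and an estimated correlation. With fry, a different test from camera, it was 4, and 15 with the term. The cause of these changes was not tested.

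Of 52 other named genes, edgeR called none in its main comparison. Of the alternatives fixed before the data were examined, 29 passed with the replicate block, 18 with DESeq2, 3 with no low-count filter and 6 without S138A C. The block changed no other call among them. Fold changes near 0 changed sign. Over libraries left out they ranged from -0.0505 to 0.17 for Ube2d1, -0.0817 to 0.21 for Ube2d2a, -0.0551 to 0.0104 for Casc3, -0.21 to 0.0186 for Cblb, -0.14 to 0.00247 for Egfr, -0.0781 to 0.0041 for Mdm2, -0.33 to 0.0244 for Trp53, -0.0571 to 0.50 for Msx1, -0.22 to 0.54 for Sox7, -0.27 to 0.10 for Nanog, -0.14 to 0.16 for Pou5f1, -0.0416 to 0.0663 for Gapdh, -0.31 to 0.18 for Actb, -0.0087 to 0.33 for Gata4, -0.997 to 0.23 for Foxa2 and -0.31 to 0.26 for Nes. With upper-quartile factors Casc3 was at 0.00299 and Pou5f1 at 0.0227, with the stricter filter Pou5f1 was at 0.00523, and in the 4 libraries alone Egfr was at 0.00741, Pou5f1 at 0.024 and Gata4 at -0.13. Per-kilobase values with the build of the counts and the ERCC scaling were not run.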

Differences from the paper's values

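The paper's text gives a level of UBE2D2 mRNA more than 15-fold below that of UBE2D3. The count of *Ube2d3* here was 1.98 ± 0.161 times that of *Ube2d2a* in wild-type ESCs (SD, n = 3). No alternative fixed before the data were examined reached the paper's value. The ratio was 1.83 with the S138A libraries and 1.92 to 2.07 with 1 wild-type library left out. For UBE2D1, for which the paper's text also gives more than 15, the count ratio was 14.3 ± 1.67, within 1.5 times of it. Per kilobase of transcript, an alternative chosen after seeing the values, the ratios were 1.28 and 5.34. *Ube2d3* had the highest level of the family in both measurements.

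For *Pdgfra*, the paper's level in S138A relative to wild-type ESCs is about 0.68 in Fig. S6, read from the image with an SEM of about 0.23 for the ratio, and the value here was 1.11 with an SD of 0.162. Each of the alternatives fixed before the data were examined also differed by more than 1.5 times, between 1.04 and 1.16. Both levels are low, and neither measurement called a difference. The values for *Ube2d3*, *Cbl* and *Fgfr1* were within 1.5 times of those in the figures.

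The paper states that mRNA levels of FGFR1 showed no difference between wild-type and mutant cells. *Fgfr1* was 1.37-fold higher in S138A ESCs here and did not pass the threshold in edgeR (adjusted p = 0.187), but it passed with the replicate number as a block (adjusted p = 0.00938, with a pairing kept after its count of genes was seen) and with DESeq2 (adjusted p = 0.00569). *Cbl* and *Pdgfra* did not pass in any of these fits.

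The paper's methods describe the E14 ESCs as female. Transcripts of Y-linked genes were counted in the wild-type libraries, with Ddx3y at 112.3 ± 21.4 CPM, Eif2s3y at 44.9 ± 3.94 and Uty at 24.8 ± 4.72 (SD, n = 3). In S138A libraries these were 77.9 ± 7.51, 34.6 ± 6.05 and 21.0 ± 1.76. Other Y-linked genes had lower levels and no common direction, with Kdm5d at 1.46 ± 0.585 in wild-type and 0.741 ± 0.195 in S138A libraries, Usp9y at 0.738 ± 0.307 and 1.27 ± 0.164, and Zfy1 at 3.33 ± 0.514 and 5.13 ± 2.96. Xist was at 1.03 ± 0.192 and 1.84 ± 0.0888. None of these genes passed in edgeR without the block (Ddx3y 0.239, Kdm5d 0.33 and Xist 0.243). With the block Ddx3y and Kdm5d passed as lower (adjusted p = 0.0311 and 0.0372) and Xist as higher (0.0394). Eif2s3y, Uty, Usp9y and Zfy1 did not pass with it (0.0813, 0.27, 0.0969 and 0.156).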

Other observations

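Of the tests below, the comparison of primers was chosen only after its result was seen, genes outside the lists and outside the paper were named after their values were seen, and the pairing used for the block was kept after its count was seen.

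Dppa3, a gene of naive ESCs and germ cells that the paper names, fell from 22.5 ± 6.25 to 3.11 ± 0.982 CPM in S138A ESCs (SD, n = 3), a log2 fold change of -2.85 (standard error 0.30, adjusted p = 0.0789 from edgeR, 0.000231 with the replicate number as a block). It was lower in each S138A library than in each wild-type library. Pou5f1 had a log2 fold change of -0.0046, whose sign depended on the scaling, and Nanog of -0.13, with block-adjusted p of 0.9 and 0.306. Tbx3 and Klf4 were higher (0.77 and 0.41), and Zfp42 was lower (-0.35), with block-adjusted p of 0.00592, 0.0251 and 0.0321. Naive pluripotency genes as a list went both ways, with 4 higher and 4 lower under the block.

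Of the imprinted genes, Igf2 rose from 74.9 ± 4.67 to 187.0 ± 21.2 CPM (SD, n = 3), a log2 fold change of 1.32 (adjusted p = 0.0548 from edgeR, 0.0027 with the block). H19, its neighbour, had a log2 fold change of -4.10 (adjusted p = 0.177, block 0.0027, and a log2 fold change of -2.96 without wild-type 3), with a wild-type level of 32.7 ± 31.0 CPM that varied between libraries. Dlk1 had a log2 fold change of 1.20 (adjusted p = 0.192 from edgeR, 0.00762 with the block). Nnat had one of -1.99 (adjusted p = 0.21 from edgeR, 0.012 with the block), and -1.21 without wild-type 3. The whole list of 23 imprinted genes, these 4 included, had 5 higher and 3 lower under the block.

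The 29 genes taken from the paper are those it names as an RNA, a promoter, an E3 or a substrate. They also include the kinase gene Aurkb and the stained markers Gata4, Foxa2, Nes and T. Of the 29, edgeR called 0, and with the block 3 were higher and 4 lower. Those with lower counts were Dppa3, Ccnd1 (log2 fold change -0.65, block-adjusted p = 0.00994), Rnf2 (-0.41, 0.0105) and Aurkb (-0.29, 0.0295). Those with higher counts were Fgfr1, Cdx2 (2.33, 0.0113) and Stub1 (0.29, 0.0294). The paper reports a reduced level of Cyclin D1 in S138A ESCs and names it as a target of UBE2D3, and the mRNA in these libraries also fell from 217.5 ± 51.9 to 138.4 ± 54.2 CPM (SD, n = 3), ranges that overlap. Hoxa7 had a log2 fold change of 1.21 and did not pass (0.0569 with the block). Gata6 had one of -0.36 and T of 0.61, neither called. The remaining named genes, Cblb, Egfr, Casc3, Mdm2, Trp53, Msx1, Sox7, Gapdh, Actb, Gata4, Foxa2, Nes, Ube2d1 and Ube2d2a, were not called in either fit.

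The heat shock list did not pass in camera (adjusted p = 0.137, and 0.092 with the block), but members of it were lower under the block. Hsp90aa1 fell from 9391 ± 565 to 6359 ± 646 CPM (SD, n = 3) and Hsp90ab1 from 7522 ± 174 to 5855 ± 113, at block-adjusted p of 0.00582 and 0.0106 from edgeR. Of the 14 genes of the list 6 were called lower under the block and 0 higher. The list was also lower in wild-type 3 and S138A C than in the other 4 libraries (adjusted p = 0.00822), so it varied with more than the genotype. Of ubiquitin enzymes, Ube2g1 and Ube2v2 were lower (-0.60 and -0.41, block-adjusted p = 0.00861 and 0.0129), and the list of 33 E2 enzymes had 1 higher and 6 lower.

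The other 19 lists did not pass in camera with the preset correlation, with adjusted p from 0.0849 to 0.917. They were E2 enzymes, E3 ligases reported to use UBE2D enzymes, naive pluripotency, formative and primed pluripotency, primitive endoderm, neuroectoderm, germline genes held silent by DNA methylation, p53 targets, FGF/ERK response, Wnt targets, NF-kappaB targets, S phase, G2 and M phase, unfolded protein and amino acid stress, heat shock, hypoxia and glycolysis, cholesterol synthesis, imprinted and Y-linked genes. X inactivation transcripts had 3 tested members and were only counted, with 1 higher under the block. Whether the difference between the genotypes itself differed between wild-type 3 with S138A C and the other 4 libraries was not settled. An interaction fit was made in edgeR, but that pair has 1 library of each genotype. The spread therefore came from the close replicates of the other 4 libraries alone (2.43 and 3.47 times sampling noise on the squared scale). The p-values of that fit are not used here.

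The ratio of *Ube2d3* to *Ube2d2a* lies below that of the paper's RT-qPCR. A candidate explanation is that the paper's *Ube2d2* primers measure the copy *Ube2d2b*. Both primers match *Ube2d2b* with 0 mismatches and *Ube2d2a* with 4 in all, and *Ube2d2b* had 7 counts in the 3 wild-type libraries together against 41745 for *Ube2d3*, a ratio of 5960 (95% Poisson interval 2890 to 14800 for counting error). Whether reads that fit several genes were counted is not stated, so the count of *Ube2d2b* is uncertain beyond counting error. With that limit, primers that amplify *Ube2d2b* mRNA could give a ratio above 15. Inefficient amplification of *Ube2d2a* from mismatched primers could also give one. The test does not tell these apart, since no RT-qPCR was run here, and it says nothing on the ratio of *Ube2d3* to *Ube2d1*.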
